# Prostaglandin E_2_ stimulates opposing effects on inner and outer blood-retina barrier function

**DOI:** 10.3389/fphar.2025.1608376

**Published:** 2025-09-26

**Authors:** Amy K. Stark, Anna R. Gilmartin, Cayla D. Ontko, Taylor E. Smith, Amanda L. Beall, Gary W. McCollum, John S. Penn

**Keywords:** ophthalmology, diabetic retinopathy, diabetic macular edema, prostaglandin, lipid signaling, inflammation, blood-retina barrier, barrier function

## Abstract

**Introduction:**

Diabetic retinopathy (DR) is the leading cause of vision loss in working-age individuals globally, and the associated complication of diabetic macular edema (DME) is the most frequent cause of vision loss in these patients. The retinal swelling characteristic of DME can be attributed to fluid leakage due to damage to the two blood-retina barriers—the inner barrier composed primarily of retinal microvascular endothelial cells and the outer barrier composed of retinal pigment epithelial cells (RPE).

**Methods:**

Based on the previously characterized proinflammatory roles of prostanoid signaling in DR, we assayed the distinct prostanoid signaling mechanisms regulating inner and outer blood-retina barrier function using *in vitro* methods involving monoculture of primary human cells.

**Results:**

Prostaglandin E2 (PGE2) stimulation of retinal endothelial monolayers caused a decrease in barrier permeability in electric cell-substrate impedance sensing (ECIS) assays and dextran flux assays. These effects occurred via the EP4 receptor of PGE2. In direct contrast, PGE2 stimulation of RPE monolayers caused an increase in barrier permeability via the EP2 receptor. Other prostanoids did not alter barrier permeability in either monocellular model. RNA sequencing of retinal endothelial and RPE cells with or without PGE2 stimulation revealed significant dysregulation of genes encoding junctional complex components and signaling that likely drive the observed effects on cell barrier resistance.

**Discussion:**

Together these results suggest opposing mechanisms of PGE2 signaling in the retina via two distinct receptors, indicating cell type-specific and likely receptor-specific targets for the potential therapeutic management of DME or other causes of dysfunctional retinal vascular permeability.

## 1 Introduction

In the United States and worldwide, diabetic retinopathy (DR), a microvascular complication of diabetes mellitus, has become a leading cause of irreversible vision loss (Yau et al., 2012; Lundeen et al., 2023; Kempen et al., 2004). DR pathogenesis is characterized in its early stages by retinal features that include rising inflammation, pericyte and endothelial cell death, capillary regression, neuronal damage, leukocyte adhesion, and vascular leakage from blood-retina barrier dysfunction (Tang and Kern, 2011; Antonetti et al., 2012; Antonetti et al., 2021; Bianco et al., 2022). Together, these features define the stage of nonproliferative diabetic retinopathy (NPDR) (Tang and Kern, 2011; Antonetti et al., 2012). As the disease progresses, aberrant angiogenesis of retinal capillaries, known as neovascularization, marks the onset of proliferative diabetic retinopathy (PDR), the later stage of disease that is responsible for the most severe and irreversible vision loss (Tang and Kern, 2011; Antonetti et al., 2012).

Notably, swelling of the retina known as diabetic macular edema (DME) is the most common cause of vision loss in patients with diabetes, although in some cases it is reversible with treatment and can even resolve spontaneously (Ferris and Patz, 1984). DME is defined as the accumulation of fluid and lipids within the layers of the retina particularly in the macula, the central region responsible for high acuity vision (Ferris and Patz, 1984; Bhagat et al., 2009). Worsening conditions of diabetes and DR cause breakdown of the blood-retina barriers and imbalances in retinal fluid intake and drainage that lead to swelling and retinal thickening (Ferris and Patz, 1984; Bhagat et al., 2009; Daruich et al., 2018). In one study, up to 44% of diabetic patients developed some degree of DME when monitored over 9 years (Diabetes Control and Complications Trial Research Group, 1995). DME can develop in patients with any stage of retinopathy, but it is increasingly observed as DR severity and time since diabetes onset increases (Klein et al., 1984; Klein et al., 1995).

The role of inflammation in the early phases of DR and DME has emerged as a key area of research to study and treat disease. In particular, the prostanoid family of signaling lipids generated by cyclooxygenase (COX)-1 and COX-2-mediated metabolism of arachidonic acid may be especially relevant to the progression of retinal vascular diseases (Stark and Penn, 2024a). The five prostanoids signal through 9 G protein-coupled receptors (GPCRs) with different specificities and distinct downstream signaling: prostaglandins PGD_2_ via receptors DP1 and DP2; PGE_2_ via EP1, EP2, EP3, and EP4; PGF_2α_ via FP; PGI_2_ via IP; and thromboxane A_2_ (TXA_2_) via TP. Due to the many downstream pathways that could be activated by diverse prostanoid signaling, we hypothesize that select prostanoids and/or their receptors may be clinically relevant targets for the management of inflammation in DME.

Retinal vascular hyperpermeability, a key feature of DME, may affect both the inner and outer barriers of the retina. The inner blood-retina barrier is primarily composed of the retinal microvascular endothelial cells that form the vessels supplying blood to the inner retina. Tight junction proteins connect neighboring endothelial cells, and these cells function in coordination with retinal pericytes and Müller glia as the neurovascular unit of the retina (Antonetti et al., 2012; Pan et al., 2021; O'Leary and Campbell, 2023). The outer blood-retina barrier is composed of the retinal pigment epithelial cells (RPE) and serves as the physical barrier between the photoreceptors and the fenestrated capillary bed of the choroid. Adjacent RPE are also interconnected by tight junction proteins to regulate fluid and nutrient transport from the choroid and back (Pan et al., 2021; O'Leary and Campbell, 2023).

Work from Nakamura et al. previously studied prostanoid signaling in blood-retina barriers from a perspective of clinical utility (Nakamura et al., 2023). Latanoprost, the common glaucoma treatment that facilitates uveoscleral outflow and lowers intraocular pressure, is an analog of PGF_2α_. Similarly, the more recently approved glaucoma drug omidenepag isopropyl is a PGE_2_-EP2 receptor agonist. The retinal inflammatory effects of these two drugs were evaluated by Nakamura and colleagues in human retinal microvascular endothelial cells (hRMEC) and ARPE-19 cells to model the inner and outer blood-retina barriers, respectively. Co-stimulation with both latanoprost and omidenepag, but not either drug alone, increased proinflammatory cytokine levels in each cell type. Notably, co-stimulation also enhanced barrier function of hRMEC, yet conversely, it decreased barrier function of ARPE-19 (Nakamura et al., 2023).

Here, we sought to fully characterize the pharmacology of prostanoid signaling in the inner and outer blood-retina barriers using *in vitro* techniques. We observed changes in the cell barrier permeability of both hRMEC and RPE cultures treated with PGE_2_ but not when treated with PGF_2α_. Interestingly, the PGE_2_ effects were observed in opposite directions: PGE_2_ strengthened hRMEC barrier resistance via the EP4 receptor, but it reduced ARPE-19 resistance via the EP2 receptor, each occurring through elevated cAMP signaling. RNA sequencing of hRMEC or ARPE-19 with or without PGE_2_ stimulation revealed differential expression of many genes involved in junctional complexes, possible mechanisms for these changes in barrier resistance. Together, these new results suggest cell type-specific, receptor-specific responses to DR-relevant prostanoid signaling with potential implications for the management of DME.

## 2 Materials and methods

### 2.1 Materials and reagents

Catalog numbers and supplier information for all reagents are presented in Supplementary Table S1.

### 2.2 Cell culture

Primary human retinal microvascular endothelial cells (hRMEC) were obtained from Cell Systems. Cells were grown on tissue culture-treated dishes coated with Attachment Factor (Cell Systems) in Endothelial Basal Media (EBM; Cell Systems) supplemented with 10% fetal bovine serum (FBS; R&D Systems; Lot #M22319) and EGM SingleQuots (Lonza). Passage 8 cells were used for experiments.

Primary human retinal pigment epithelial cells (hRPE) were obtained from Lonza. Cells were grown on uncoated tissue culture-treated dishes in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F-12; Gibco) supplemented with 10% FBS and 1% penicillin/streptomycin (Gibco). Passage 5 cells were used for experiments.

Human RPE cell line ARPE-19 cells were obtained from ATCC. Cells were grown in DMEM/F-12 supplemented with 10% FBS and 1% penicillin/streptomycin on uncoated tissue culture-treated dishes for all experiments except for ECIS assays, where wells were coated with Attachment Factor. Passage 24–25 cells were used for experiments.

All cell cultures were maintained in incubators held at 37 °C, 5% CO_2_, and 95% humidity and used FBS from a single lot, #M22319, to reduce uncontrolled experimental variability.

### 2.3 Electric cell-substrate impedance sensing (ECIS) assays

ECIS assays were performed in an ECIS Z-Theta 96-well array station (Applied BioPhysics). Gold electrode culture plates (Applied BioPhysics) were incubated with 10 mM L-cysteine (Sigma-Aldrich) for 10 min then washed twice with cell culture grade water (Sigma-Aldrich). Culture plates were then coated with Attachment Factor before plating cells. Assays were run with the ECIS array station housed in a cell culture incubator maintained at 37 °C, 5% CO_2_, and 95% humidity for the duration of the experiments. Media were changed daily until treatment. When cell monolayer resistance reached a stable plateau after 18–72 h, cells were treated with PGD_2_ (10 pM-10 μM), PGE_2_ (3 pM-10 μM), PGF_2α_ (3 pM-10 μM), DP1 antagonist BW A868C (50 nM–500 nM), DP2 antagonist OC000459 (50 nM–500 nM), EP1 antagonist SC-51322 (5 nM–500 nM), EP2 antagonist PF-04418948 (30 pM-3 μM), EP2 antagonist TG4-155 (100 nM-10 μM), EP3 antagonist DG-041 (5 nM–500 nM), EP4 antagonist L-161,982 (10 pM-10 μM), EP2 agonist butaprost (1 nM-10 μM), EP4 agonist L-902,688 (1 pM-100 nM), FP antagonist AL8810 (50 nM–500 nM), IP antagonist CAY10441 (50 nM–500 nM), TP antagonist daltroban (50 nM–500 nM), forskolin (1 μM), phosphodiesterase inhibitor IBMX (300 μM), PKA inhibitor KT5720 (1 μM), EPAC inhibitor ESI-09 (10 μM), or relevant vehicles. Treatments were diluted in DMSO so equal concentrations of DMSO were present in each sample per experiment, never exceeding 0.2% of the final volume. No cytotoxicity or negative effects were observed under 0.2% DMSO. In experiments using receptor antagonists or IBMX, cells were pretreated with the relevant inhibitor for 3 h followed by PGE_2_ stimulation. Following treatment, resistance of monolayers at 4,000 Hz of stimulation was analyzed. Resistance measures of each well were normalized to the resistance of that well immediately prior to treatment (time 0).

### 2.4 Transwell dextran flux assays

Transwell assays were performed using polyester membrane transwell insert plates, 0.4 μm pore size, 12 mm diameter or 6.5 mm diameter (Corning). For hRMEC assays, the transwell inserts were coated with Attachment Factor prior to plating. For ARPE-19 assays, phenol-free DMEM/F-12 (Gibco) supplemented as described above was used. Cells were grown to confluence in the top chamber with fresh media in the bottom chamber. Where applicable, cells were pretreated for 3 h by replacing media in the top and bottom chambers with media containing the EP4 antagonist L-161,982 (1 μM) or DMSO vehicle. For treatment, media in the bottom chambers were replaced with media containing the relevant treatment of (10 nM–100 nM PGE_2_ or DMSO vehicle ± antagonist), and media in the top chamber were replaced with relevant treatment +1 mg/mL FITC-conjugated 70 kDa dextran (Sigma-Aldrich). Fluorescence in the bottom chamber was measured with 492 nm excitation and 518 nM emission with a plate reader after 24 h of incubation. Cell-free transwell inserts in these conditions yielded 3.22-fold higher fluorescence values compared with vehicle-treated cell-coated transwell inserts (data not shown). Data were normalized to vehicle-treated conditions and reported as fold change in fluorescence vs vehicle.

### 2.5 RNA sequencing

hRMEC and ARPE-19 cultures were treated with 100 nM PGE_2_ or vehicle for 6 h (n = 3). After treatment, cells were washed with cold PBS, lysed, and total RNA was extracted using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. RNA samples were submitted to the Vanderbilt Technologies for Advanced Genomics (VANTAGE) core laboratory (Nashville, TN) for RNA sequencing (RNA-Seq). Total RNA was quantified using a BioTek Synergy Multimode Plate reader and BioTek Gen5 2.09 software before being processed for RNA sequencing. RNA quality was determined using the Agilent Bioanalyzer 2,100 Instrument. RNA-Seq libraries were prepared using 200 ng of total RNA and the NEBNext rRNA Depletion Kit (New England Biolabs) according to manufacturer’s instructions. This kit employs an RNaseH-based method to deplete both cytoplasmic (5S rRNA, 5.8S rRNA, 18S rRNA, and 28S rRNA) and mitochondrial ribosomal RNA (12S rRNA and 16S rRNA) from total RNA preparations. The mRNA was enriched via poly-A-selection using oligoDT beads (New England Biolabs) and then the RNA was thermally fragmented and converted to cDNA. The cDNA was adenylated for adaptor ligation and PCR amplified. The libraries were sequenced using the Illumina NovaSeq 6,000 with 150 bp paired end reads targeting 50 M reads per sample. Illumina Real Time Analysis NovaSeq Control Software (1.8.0) was used for base calling. Gene transcripts were considered significantly differentially expressed if they met the inclusion criteria of a ±2 fold change and an adjusted *P*-value < 0.05.

### 2.6 Western blots

hRMEC and ARPE-19 cells were grown to confluence in 6-well tissue culture-treated plates (Corning). Cells were treated with 100 nM PGE_2_ or vehicle for 6 h, washed with cold PBS, and lysed in RIPA buffer (Sigma) containing cOmplete Mini EDTA-free Protease Inhibitor Cocktail tablets (Roche). Lysates were centrifuged at 10,000 x g for 10 min, then supernatants were isolated for analysis. The total protein concentrations were determined using a Pierce BCA assay kit. Equal concentrations of protein were loaded and run on 4%–20% Mini-PROTEAN TGX polyacrylamide gels (Bio-Rad) then transferred using the iBlot two system (Invitrogen) and nitrocellulose transfer stacks (Invitrogen). Blots were incubated in Intercept TBS blocking buffer (LI-COR) for 1 h and subsequently stained with the primary antibodies rat anti-Frizzled-4 (1 μg/mL), rabbit anti-ZO-2 (1 μg/mL), rabbit anti-CLDND1 (0.25 μg/mL), mouse anti-occludin (1 μg/mL), rabbit anti-PAR-3 (0.5 μg/mL), or mouse anti-β-actin (1:2000), each diluted in blocking buffer with 0.2% Tween 20 (Sigma) as specified. Four washes in TBS with 0.1% Tween 20 were performed, then blots were stained with the secondary antibodies 800CW donkey anti-rabbit (1:10,000), 680LT donkey anti-mouse (1:10,000), or 680RD goat anti-rat (1:10,000). Images were captured using a LI-COR Odyssey CLx reader and quantified using Fiji/ImageJ. Protein levels were normalized to β-actin and reported as fold-change versus vehicle-treated samples.

### 2.7 cAMP ELISA

ARPE-19 cells were grown to confluence in 96-well flat-bottom tissue culture-treated plates (Corning). Cells were pretreated for 1 h with the EP2 antagonist PF-04418948 (100 nM-1 μM) and then stimulated with PGE_2_ (1 μM) for 15 min. Samples were lysed and cAMP was quantified using a cAMP competitive ELISA (Abcam) according to the kit’s instructions.

### 2.8 Statistical analyses

Data analyses were performed using GraphPad Prism 10 software. Data are represented as mean ± standard deviation (SD) shown as error bars. For ECIS assays, where applicable, area under the curve (AUC) was calculated for the average resistance of each treatment group over 12 h. One-way ANOVAs with Tukey’s post hoc multiple comparison tests were used to compare AUC results with relevant comparisons shown. Dose-response curves were fit for relevant experiments using a three-parameter nonlinear regression, and the relative IC_50_ or EC_50_ values were calculated from these curves. For transwell dextran flux assays, data were analyzed using unpaired T-tests (for two groups) or one-way ANOVAs with Tukey’s or Dunnett’s post hoc multiple comparison tests (for three groups, as specified). For the cAMP ELISA, one outlier was removed by a Grubbs’ outlier identification with an alpha of 0.01, then data were analyzed by one-way ANOVA with Tukey’s post hoc multiple comparison tests. The threshold for significance for all assays was *P* < 0.05.

## 3 Results

### 3.1 PGE_2_ decreases permeability of hRMEC monolayers modeling the inner blood-retina barrier

To evaluate the effects of prostanoid stimulation on inner blood-retina barrier function, the resistance of hRMEC monolayers was measured with ECIS assays. Cells were grown in ECIS plates to a steady-state resistance indicative of mature monolayers before prostanoid or vehicle stimulation. Previous work from our laboratory found that primary human Müller glia, which aid in damage responses and maintaining homeostasis of the retina, cultured in conditions modeling systemic diabetes elevate production of PGE_2_, whereas hRMEC increased production of PGF_2α_ in these conditions (Stark and Penn, 2024b). Here, 100 nM PGF_2α_ promoted a very modest increase in hRMEC monolayer ECIS resistance over 12 h, whereas 100 nM PGE_2_ rapidly increased hRMEC monolayer resistance and sustained this effect for the full assay period (Figure 1A; Supplementary Figure S1A). These effects were further characterized across a wide range of prostanoid concentrations. Area under the curve (AUC) measurements from the dose-response of hRMEC stimulated with PGE_2_ for 12 h indicates an EC_50_ of 491.2 pM for PGE_2_ (Figure 1B). In contrast, the dose-response curve for PGF_2α_ was flat over the physiologic range, only showing a change in resistance with 3 μM or 10 μM, high concentrations that are unlikely to be specific to the FP receptor of PGF_2α_ (Figure 1C). As further confirmation of the effects of PGE_2_, transwell dextran flux assays were performed. 100 nM PGE_2_ reduced FITC-conjugated 70 kDa dextran flux across hRMEC monolayers by 27.94% after 24 h, validating the barrier enhancement observed in ECIS experiments (Figure 1D).

**FIGURE 1:**
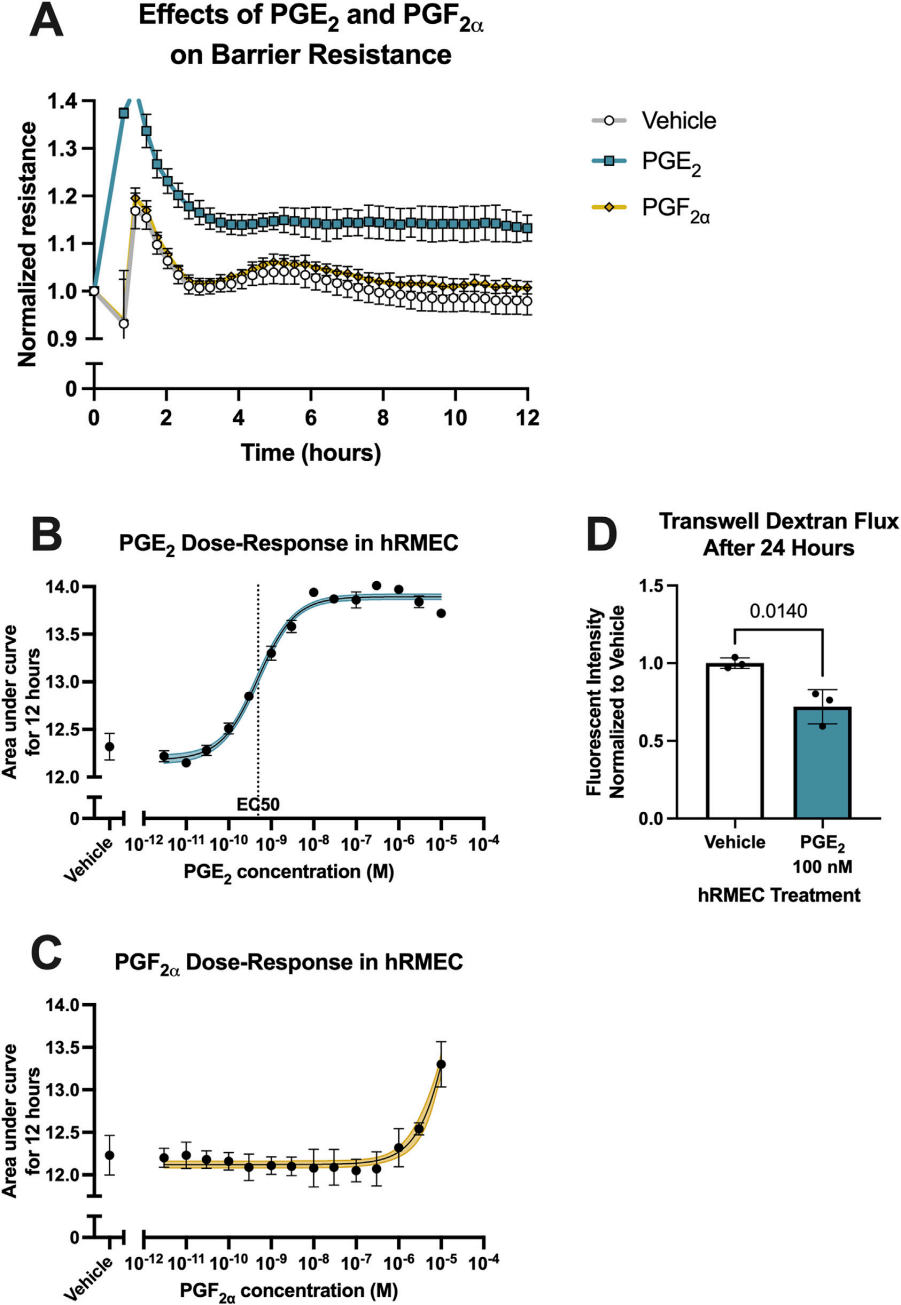
PGE_2_, but not PGF_2α_, strengthens hRMEC barrier function. **(A)** Normalized resistance ECIS results of hRMEC stimulated with 100 nM PGE_2_, 100 nM PGF_2α_, or vehicle over 12 h (n = 8–16, passage 8). **(B)** Dose-response curve of hRMEC stimulation with 3 pM–10 μM PGE_2_ or vehicle over 12 h (n = 6–12, passage 8). **(C)** Dose-response curve of hRMEC stimulation with 3 pM–10 μM PGF_2α_ or vehicle over 12 h (n = 6-8, passage 8). **(D)** Transwell dextran flux across hRMEC stimulated with 100 nM PGE_2_ or vehicle after 24 h (n = 3, passage 8). All data represent mean ± SD shown by error bars. 1B-C were analyzed using three-parameter nonlinear regression models with the 95% confidence intervals shown. 1D was analyzed using an unpaired T-test with the *P*-value shown.

### 3.2 Inner blood-retina barrier enhancement is mediated by the EP4 receptor

PGE_2_ signals via four GPCRs with distinct downstream signaling. Antagonists selective for each receptor were employed to determine through which receptor(s) PGE_2_ promotes the enhancement of hRMEC barrier function. Antagonists tested were SC-51322 for EP1, PF-04418948 for EP2, DG-041 for EP3, and L-161,982 for EP4. hRMEC were pretreated with vehicle or an antagonist for 3 h followed by stimulation with 10 nM PGE_2_. The EP1 receptor antagonist SC-51322 at 500 nM had modest effects in inhibiting PGE_2_-induced elevation of ECIS resistance in hRMEC, but the EP4 receptor antagonist L-161,982 at 500 nM completely inhibited these effects of PGE_2_ on barrier function (Figures 2A–E). Lower concentrations of each antagonist were tested but not shown in 2A-D due to lesser or lack of efficacy. The EP4 antagonism was confirmed within a range of L-161,982 concentrations, and an IC_50_ of 229.6 nM was determined from the dose-response curve (Figure 2F). In complementary transwell dextran flux assays, pretreatment of 1 μM L-161,982 for 1 h fully inhibited the decrease in permeability observed by stimulation with 100 nM PGE_2_ (Figure 2G). Additionally, the EP4 agonist L-902,688 promoted barrier enhancement in ECIS with an EC_50_ of 613.5 pM, mimicking the full effects of PGE_2_ in hRMEC (Figure 2H).

**FIGURE 2:**
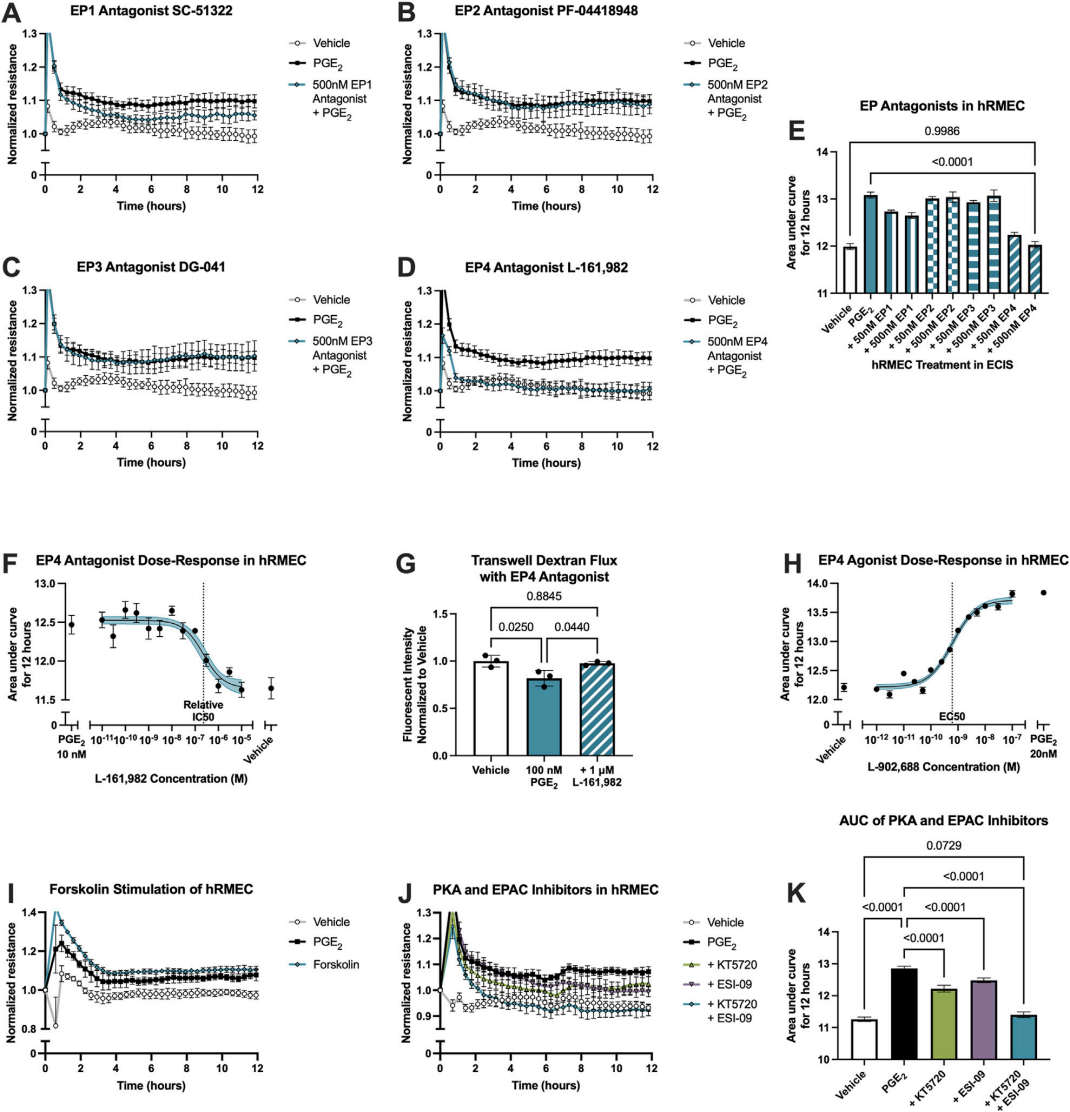
PGE_2_-induced barrier enhancement of hRMEC is mediated by the EP4 receptor. Normalized ECIS resistance measures from hRMEC pretreated with **(A)** 500 nM SC-51322, **(B)** 500 nM PF-04418948, **(C)** 500 nM DG-041, **(D)** 500 nM L-161,982, or vehicle for 3 h followed by stimulation with 10 nM PGE_2_ or vehicle over 12 h (n = 6-7, passage 8). Each antagonist is separated to an individual graph for clarity. **(E)** ECIS results expressed as AUC over 12 h from treatment of hRMEC with 50 nM–500 nM of EP antagonists +10 nM PGE_2_ or vehicle (n = 6-7, passage 8, comparisons to 500 nM EP4 antagonist shown). **(F)** Dose-response curve of hRMEC pretreated with 10 pM-10 μM L-161,982 or vehicle for 3 h followed by 10 nM PGE_2_ or vehicle stimulation over 12 h (n = 3-8, passage 8). **(G)** Transwell dextran flux across hRMEC pretreated with 1 μM L-161,982 or vehicle followed by 100 nM PGE_2_ or vehicle stimulation after 24 h (n = 3, passage 8). **(H)** Dose-response curve of hRMEC stimulation with 1 pM–100 nM L-902,688, 20 nM PGE_2_, or vehicle over 12 h (n = 4-6, passage 8). **(I)** Normalized resistance ECIS results of hRMEC stimulated with 1 μM forskolin, 10 nM PGE_2_, or vehicle over 12 h (n = 5-6, passage 8). **(J)** Normalized resistance ECIS results of hRMEC pretreated with 1 μM KT5720, 10 μM ESI-09, 1 μM KT5720 + 10 μM ESI-09, or vehicle for 3 h followed by 10 nM PGE_2_ or vehicle stimulation over 12 h (n = 5-6, passage 8). **(K)** ECIS results expressed as AUC over 12 h from treatment of hRMEC ± KT5720 and ESI-09 + 10 nM PGE_2_ or vehicle (n = 5-6, passage 8). All data represent mean ± SD shown by error bars. 2E, 2G, and 2K were analyzed using one-way ANOVAs and Tukey’s multiple comparisons tests with *P*-values shown for relevant comparisons. 2F and 2H were analyzed using three-parameter nonlinear regression models with the 95% confidence intervals shown.

Downstream signaling of the EP4 receptor, a Gα_s_-coupled receptor that promotes adenylyl cyclase (AC) activation and cAMP production, was examined by comparing the effects of PGE_2_ stimulation to the effects of the direct AC activator forskolin in an ECIS assay. 1 μM forskolin promoted a comparable elevation of barrier resistance to that caused by 10 nM PGE_2_ stimulation, suggesting that the PGE_2_-induced change in resistance is cAMP-dependent (Figure 2I; Supplementary Figure S1B). Finally, further signaling activation downstream of cAMP was evaluated using the protein kinase A (PKA) inhibitor KT5720 (1 μM), the EPAC inhibitor ESI-09 (10 μM), or both inhibitors in combination in ECIS assays. hRMEC were pretreated with inhibitor(s) or vehicle for 3 h followed by 10 nM PGE_2_ stimulation. Both the PKA and EPAC inhibitors partially yet significantly reduced PGE_2_-induced barrier resistance elevation. The combination of both inhibitors prevented this change in resistance to levels not significantly different from vehicle-treated wells by AUC measurement, indicating a full blockade of downstream signaling (Figures 2J,K). Therefore, EPAC and PKA are dual downstream effectors of PGE_2_-EP4-cAMP barrier enhancement in hRMEC.

### 3.3 PGE_2_ dysregulates junctional complexes in hRMEC

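Bulk RNA sequencing covered hRMEC, which are primary human endothelial cells of the small vessels of the retina, with 3 samples stimulated with 100 nM PGE_2_ and 3 treated with vehicle for 6 h. The authors depleted rRNA, selected poly-A RNA and sequenced 150 bp paired end reads, aiming at 50 M reads per sample. The values used here are the authors' deposited table of the comparison of PGE_2_ with vehicle, whose columns are those of a DESeq2 result. For each of 269217 transcripts it gives the mean normalized count over the 6 samples, the log2 fold change with its standard error, the Wald statistic, the P-value and the adjusted P-value. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the test. Counts of single samples were not used here, so the depth of each sample is unknown, no test between samples was rerun and no spread between replicates can be given beyond the standard error of the authors' fit. The mean normalized counts summed to 66461358 over all transcripts. A mean above 0 was listed for 135678 transcripts, and 96522 of them had an adjusted P-value, none with a mean under 2.52. The mean of each group was derived from the mean and the log2 fold change of a transcript, since both groups have the same number of samples. These implied means were then summed over the transcripts of each gene, which gives a value that does not depend on how reads were divided between the transcripts of that gene. The standard error of the log2 fold change of a gene sum was derived from the standard errors of its transcripts, taken as independent. An implied group mean under 1, which is under 3 counts over the 3 samples, was treated as near 0. A fold change against such a group is given as a lower bound, which is the mean of the other group divided by 3. The bound leaves out the error of that mean, so it is not a confidence limit. It thus sets the near-0 group at a mean of 3 counts, which is more cautious than the limit of 1. A bound is used because the value that a fit gives to such a group depends on how the fit treats counts of 0.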

To explore the mechanism by which PGE_2_ strengthens hRMEC barrier function, we performed bulk RNA sequencing of hRMEC stimulated with 100 nM PGE_2_ or vehicle for 6 h. There were 616 differentially expressed gene transcripts that met the inclusion criteria of a fold change greater than two or less than −2 and an adjusted *P*-value less than 0.05. 

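Of the transcripts that met these criteria in the authors' deposited table, 288 rose and 328 fell with PGE_2_, and they belonged to 553 genes. For 429 of them (69.6%), 1 of the groups had an implied mean near 0. The median absolute log2 fold change was 7.22 for these transcripts and 1.47 for the other 187. A transcript with a group near 0 held a median of 0.952% of the summed counts of its gene, against 2.31% for the others. The gene sum changed at least 2-fold in the same direction for 5 of the 428 transcripts with a group near 0 that have a gene identifier, and for 8 of the 187 others. In 23 of all these transcripts, the transcript was the most abundant of its gene. When the same limits were applied to gene sums, 12 of 29052 genes met them, of which 7 rose and 5 fell. Gene sums were adjusted over all these genes, without the minimum of the mean that the deposited adjustment has. Before adjustment, 100 gene sums changed at least 2-fold with a p under 0.05 against the normal distribution. Among the transcripts past both criteria, those with the smallest adjusted P-values that rose in the authors' deposited table were the most abundant transcripts of GRAMD1B (log2 fold change 1.71, standard error 0.081), PDE3A (1.08, standard error 0.074) and WHRN (1.34, standard error 0.12). Their gene sums went from 1302 to 4218, from 828 to 1759 and from 439 to 1051 normalized counts. Those that fell with the smallest adjusted P-values belonged to ZNF778, TPM4 and TAF8 and had implied means near 0 with PGE_2_. They were at least 156-fold, 108-fold and 121-fold lower than with vehicle, while the gene sums had log2 fold changes of 0.08 ± 0.11, -0.05 ± 0.052 and -0.02 ± 0.36 (standard error).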

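A list of 86 genes of tight and adherens junctions, written before the data were examined, was read in the same table, since the gene lists of Gene Ontology were not used here. It holds 12 of the 17 genes of Table 1 and Table 2. In the authors' deposited table, 4 transcripts of the list changed at least 2-fold with an adjusted P-value under 0.05, and each belonged to another gene. Transcripts of OCLN (ENST00000680784.1) and CTNNB1 (ENST00000642426.1) rose from a vehicle mean near 0 and were at least 12.7-fold and 9.73-fold higher with PGE_2_. The OCLN transcript held 18.0% of the counts of its gene and the CTNNB1 transcript 0.0591%, and the gene sums changed by 0.06 ± 0.57 and -0.06 ± 0.049 on the log2 scale (standard error). A transcript of TBCD fell. Among the 66 genes of the list with a summed mean of at least 10 counts, the gene sum rose in 26 and fell in 40, with a median log2 fold change of -0.03. No shift of the whole list in 1 direction was found (adjusted p = 0.527, limma's cameraPR on the gene sums with a correlation of 0.01 between genes, Benjamini-Hochberg adjustment over 4 list tests). For tight junction genes alone the adjusted p was 0.891 from the same limma test. Rises and falls cancel in this test, and no list test of change in either direction was run. None of these 66 gene sums changed at least 2-fold, and 10 had an unadjusted p under 0.05. Adjusted over all genes tested, 5 gene sums were past 0.05, and 6 were past it adjusted over the list alone. They were JUP (log2 fold change 0.29 ± 0.050) and SYNPO, which rose, and VCL (-0.13 ± 0.031), AMOTL2 (-0.12 ± 0.036) and FZD4, which fell. The genes from the tables were picked by the study from these samples, so these counts are not independent of them.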

From these data, we identified 30 transcripts annotated with the Gene Ontology terms “tight junction” or “cell-cell junction” that were differentially expressed after PGE_2_ treatment (Figure 3). 

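For the transcripts of Table 1, the authors' deposited table gives the following values. The TBCD transcript (ENST00000682921.1) fell from an implied vehicle mean of 17.5 to near 0, which is at least 5.83-fold lower, with an adjusted P-value of 0.0113. The CDK4 transcript (ENST00000552388.1, chromosome 12 of GRCh38, 57750934 to 57752322 on the minus strand, 4 exons) fell from 23.7 to near 0, which is at least 7.90-fold lower, with an adjusted P-value of 0.0265 in the authors' deposited table. These transcripts held 0.132% and 0.179% of the counts of their genes. The gene sum of TBCD had a log2 fold change of 0.01 ± 0.084 and that of CDK4 -0.07 ± 0.048 (standard error), both smaller than 2 standard errors. The transcripts of C1QTNF5, CCND1, ECT2 and SYNPO had mean normalized counts of 2403, 70426, 767 and 22246 and stayed under the 2-fold criterion. Their log2 fold changes were -0.20, -0.15, 0.51 and 0.27, with adjusted P-values of 0.0218, 0.00245, 0.00487 and 2.2e-06 in the authors' deposited table. The transcripts of C1QTNF5, CCND1 and SYNPO are the most abundant of their genes, and the gene sums moved the same way, by -0.17 ± 0.055, -0.15 ± 0.035 and 0.24 ± 0.039. The ECT2 transcript (ENST00000441497.6, chromosome 3, 172754457 to 172820336 on the plus strand) held 14.6% of its gene, whose sum had a log2 fold change of 0.01 ± 0.17. Coordinates are those of GENCODE release 29, which holds 3 of the 8 transcripts under the same versioned identifier. Of the 8 transcripts, 3 met both criteria, and none of the 8 gene sums changed 2-fold, although 5 had an unadjusted p under 0.05.

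**Figure D1:**
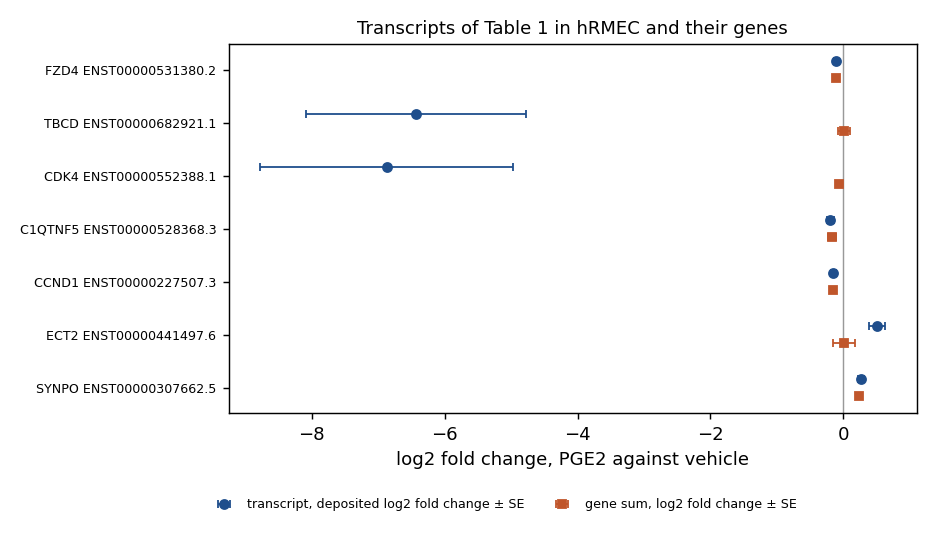
Log2 fold change of PGE_2_ against vehicle in hRMEC for transcripts of Table 1 (circles, authors' deposited table) and for the sum over all transcripts of its gene (squares), with standard errors as bars. The circles of TBCD and CDK4 lie beyond a log2 fold change of -1, and all squares lie between -0.17 and 0.24.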

Transcripts specifically involved in tight junctions, as filtered with the Gene Ontology term “tight junction,” are shown in Table 1. 

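FZD4 encodes Frizzled-4, which the paper's text calls FRZ4, and lies on chromosome 11 of GRCh38 from 86945679 to 86955391 on the minus strand. It overlaps PRSS23 on the opposite strand, and whether the counting used strand is not stated. A single FZD4 transcript, ENST00000531380.2, is listed, with a mean normalized count of 42117. Its implied mean was 43735 with vehicle and 40500 with PGE_2_, a log2 fold change of -0.11 with a standard error of 0.027 and an adjusted P-value of 0.00567 in the authors' deposited table. With PGE_2_ its level was thus 0.926 times that with vehicle.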

Most relevant from this dataset is the 2.80-fold elevation of *TJP2* (ZO-2), as well as the 70.62-fold elevation of *FRZ4* (Frizzled-4). Upregulation of these known tight junction-related components as well as other genes could explain the alteration in hRMEC barrier resistance driven by PGE_2_. 

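Of the 7 gene sums that rose past the criteria of the paper, 5 have a gene name. GRAMD1B, WHRN and PDE3A rose by 1.70 ± 0.096, 1.26 ± 0.12 and 1.09 ± 0.065 on the log2 scale and SLC22A23 by 1.02 ± 0.29 (standard error). SLC35E2A rose from near 0 and was at least 11.1-fold higher. Of the 5 gene sums that fell, the 2 with a name are the processed pseudogenes H2AZ2P1 and ADGRA3P1, whose reads the counting could have divided with their parent genes. They fell from 23.8 and 15.9 normalized counts to near 0 and were at least 7.93-fold and 5.30-fold lower. The paper's reasoning runs from the transcript values of Frizzled-4 and of other genes in the same comparison to the barrier resistance measured in the same cell type. The paper proposes that their upregulation could account for the change in resistance driven by PGE_2_. It follows this with Western blots, which were not analysed here, and leaves room for other proteins and mechanisms.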

Western blots to validate these targets at the protein level showed a nonsignificant 39.6% increase in Frizzled-4 levels after PGE_2_ stimulation but no change in ZO-2 levels, indicating additional junctional complex proteins and molecular mechanisms could also be involved in these effects Supplementary Figure S2A,S2B).

**FIGURE 3:**
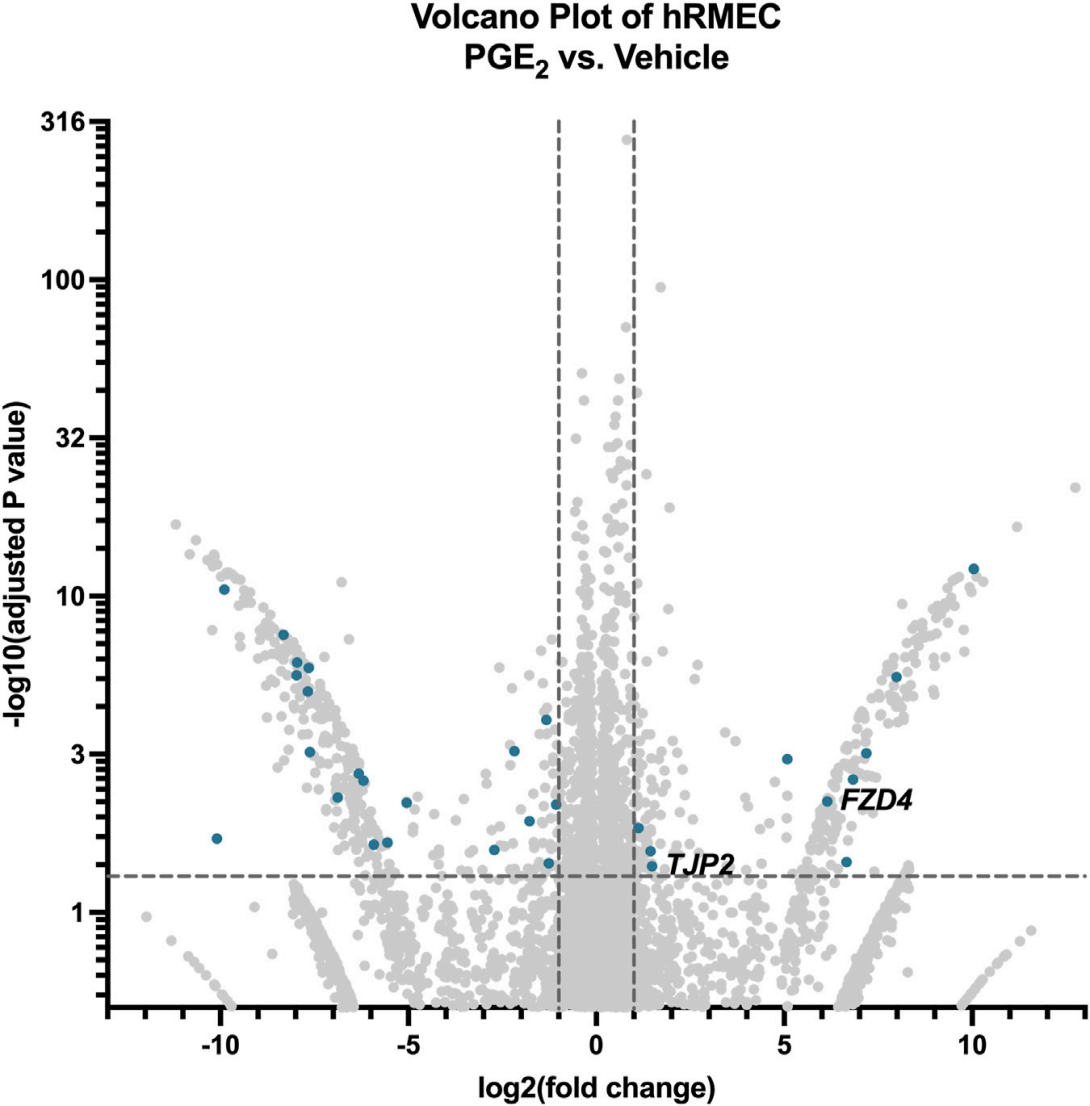
RNA-seq of hRMEC reveals differential gene expression after PGE_2_ stimulation. Volcano plot of differentially expressed genes and transcripts in hRMEC after 6-h stimulation with 100 nM PGE_2_ compared with vehicle controls. Blue dots represent differentially expressed transcripts involved in tight junctions and/or cell-cell junctions. Labels to the right of dots highlight hypothesized important gene expression changes. Transcripts upregulated or downregulated by 2-fold with an adjusted *P*-value < 0.05 were considered significantly differentially expressed.

**TABLE 1:** Differentially expressed tight junction gene transcripts in PGE_2_-stimulated hRMEC.

Gene name	Transcript ID	log2FoldChange	Adjusted *P*-value
*FZD4*	ENST00000531380.2	6.1424	0.00570
*TJP2*	ENST00000650460.1	1.4877	0.03971
*TBCD*	ENST00000682921.1	−1.7747	0.01149
*CDK4*	ENST00000552388.1	−2.7092	0.02656
*C1QTNF5*	ENST00000528368.3	−5.5547	0.02182
*CCND1*	ENST00000227507.3	−6.1937	0.00249
*ECT2*	ENST00000441497.6	−6.8792	0.00492
*SYNPO*	ENST00000307662.5	−7.9699	2.4E-06

### 3.4 PGE_2_ increases permeability of RPE monolayers modeling the outer blood-retina barrier

Because of the complex differences between the inner and outer blood-retina barriers, the effects of prostanoid signaling on outer blood-retina barrier function was also investigated using RPE cell culture models in ECIS assays. Primary human RPE cells (hRPE) were cultured in ECIS plates to a steady-state resistance characteristic of mature monolayers, then cells were stimulated with prostanoids or vehicle. Similar to hRMEC, hRPE resistance was largely unaffected by 100 nM PGF_2α_ stimulation. However, 100 nM PGE_2_ had an opposite effect in hRPE to that observed in hRMEC: it promoted a transient decrease in ECIS resistance, indicating an increase in barrier permeability, that recovered to vehicle levels after 24 h (Figure 4A; Supplementary Figure S1C).

**FIGURE 4:**
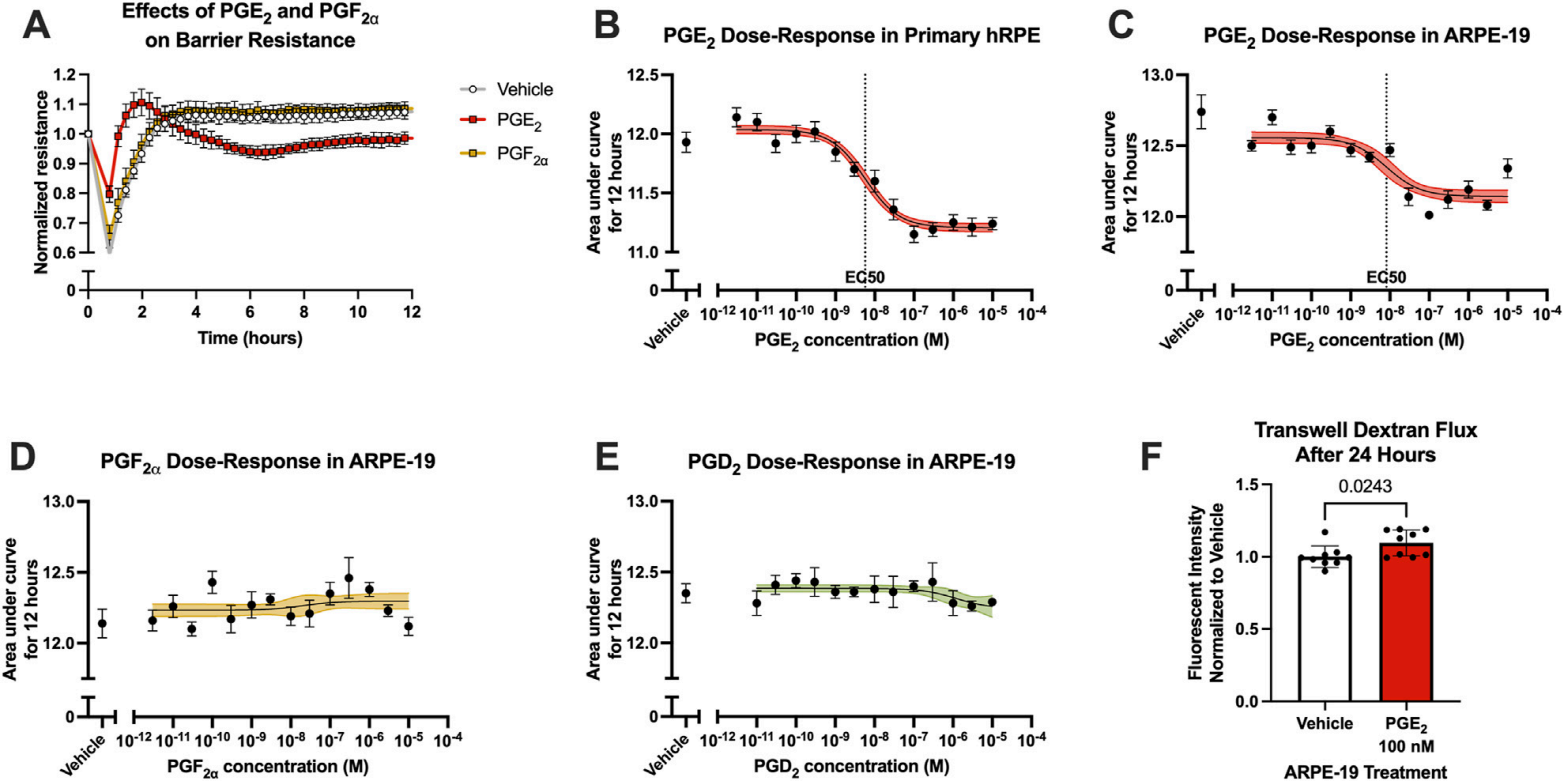
PGE_2_, but not PGF_2α_, induces RPE barrier permeability. **(A)** Normalized resistance ECIS results of hRPE stimulated with 100 nM PGE_2_, 100 nM PGF_2α_, or vehicle over 12 h (n = 6, passage 5). **(B)** Dose-response curve of hRPE stimulation with 3 pM–10 μM PGE_2_ or vehicle over 12 h (n = 6-9, passage 5). **(C)** Dose-response curve of ARPE-19 stimulation with 3 pM–10 μM PGE_2_ or vehicle over 12 h (n = 5–11, passage 24). **(D)** Dose-response curve of ARPE-19 stimulation with 3 pM–10 μM PGF_2α_ or vehicle over 12 h (n = 6-9, passage 24). **(E)** Dose-response curve of ARPE-19 stimulation with 3 pM–10 μM PGD_2_ or vehicle over 12 h (n = 4-6, passage 24). **(F)** Transwell dextran flux across ARPE-19 stimulated with 100 nM PGE_2_ or vehicle after 24 h (n = 9, passage 24). All data represent mean ± SD shown by error bars. 4B-E were analyzed using three-parameter nonlinear regression models with the 95% confidence intervals shown. 4F was analyzed using an unpaired T-test with the *P*-value shown.

Stimulation of hRPE with a range of PGE_2_ concentrations yielded a complete dose-response curve with a calculated EC_50_ of 5.672 nM as measured using AUC of ECIS results over 12 h (Figure 4B). However, hRPE have significant limitations resulting from their responses to culture conditions, affecting barrier forming properties, altering cell morphology, and causing rapid epithelial-mesenchymal transition at low passages. Therefore, we continued these assays using the well-characterized immortalized human RPE cell line, ARPE-19 cells. The transcriptional and functional properties of ARPE-19 also differ from hRPE, notably including a higher proliferative capacity of ARPE-19 that could facilitate robust monolayer formation essential for ECIS assays (Alge et al., 2006). The parallel dose-response assay in ARPE-19 generated an EC_50_ of 8.135 nM for PGE_2_, indicating comparable effects on barrier function in the two RPE cell culture models despite a partially reduced threshold for change in resistance (Figure 4C). The resistance of ARPE-19 stimulated with PGE_2_ began to return to baseline over time whereas resistance of hRPE stimulated with PGE_2_ remained decreased for the duration of the experiments, likely due to the different proliferative capacities of these cell types. Stimulation with either PGF_2α_ or PGD_2_ up to 10 μM showed no change on ARPE-19 barrier resistance, suggesting PGE_2_ selectivity of this permeability effect (Figures 4D,E). Furthermore, stimulation of ARPE-19 cells with 100 nM PGE_2_ in transwell dextran flux assays caused a 9.6% increase in permeability after 24 h, similar to the maximal induction of permeability in ECIS (Figure 4F).

### 3.5 Outer blood-retina barrier permeability is mediated by the EP2 receptor

The receptor(s) mediating the effects of PGE_2_ on ARPE-19 barrier permeability were probed using selective antagonists, as analyzed in hRMEC. Here, ARPE-19 were pretreated with vehicle or an antagonist for 3 h, then cells were stimulated with 100 nM PGE_2_. In these assays, only the EP2 receptor antagonist PF-04418948 at 500 nM inhibited PGE_2_-induced permeability (Figures 5A–E). Lower antagonist concentrations were tested but not shown in 5A-D due to lack of efficacy. As confirmation, PGE_2_-induced permeability in primary hRPE was also inhibited to a similar degree by PF-04418948 (Figure 5F; Supplementary Figure S1D). However, dose-response curves generated from a range of PF-04418948 concentrations in ARPE-19 revealed that the maximal effects of this antagonist partially prevented the effects of PGE_2_, up to 44.7% recovery with a relative IC_50_ of 36.7 nM (Figure 5G). These partial effects were also confirmed using a second EP2-selective antagonist, TG4-155 (Figure 5H; Supplementary Figure S1E). Stimulation with the EP2 selective agonist butaprost did model the compete effects of PGE_2_ to promote barrier permeability with an EC_50_ of 256.4 nM (Figure 5I). Therefore, while PGE_2_ may also signal via an unidentified receptor in RPE, EP2 is the primary receptor mediating the increase in resistance.

**FIGURE 5:**
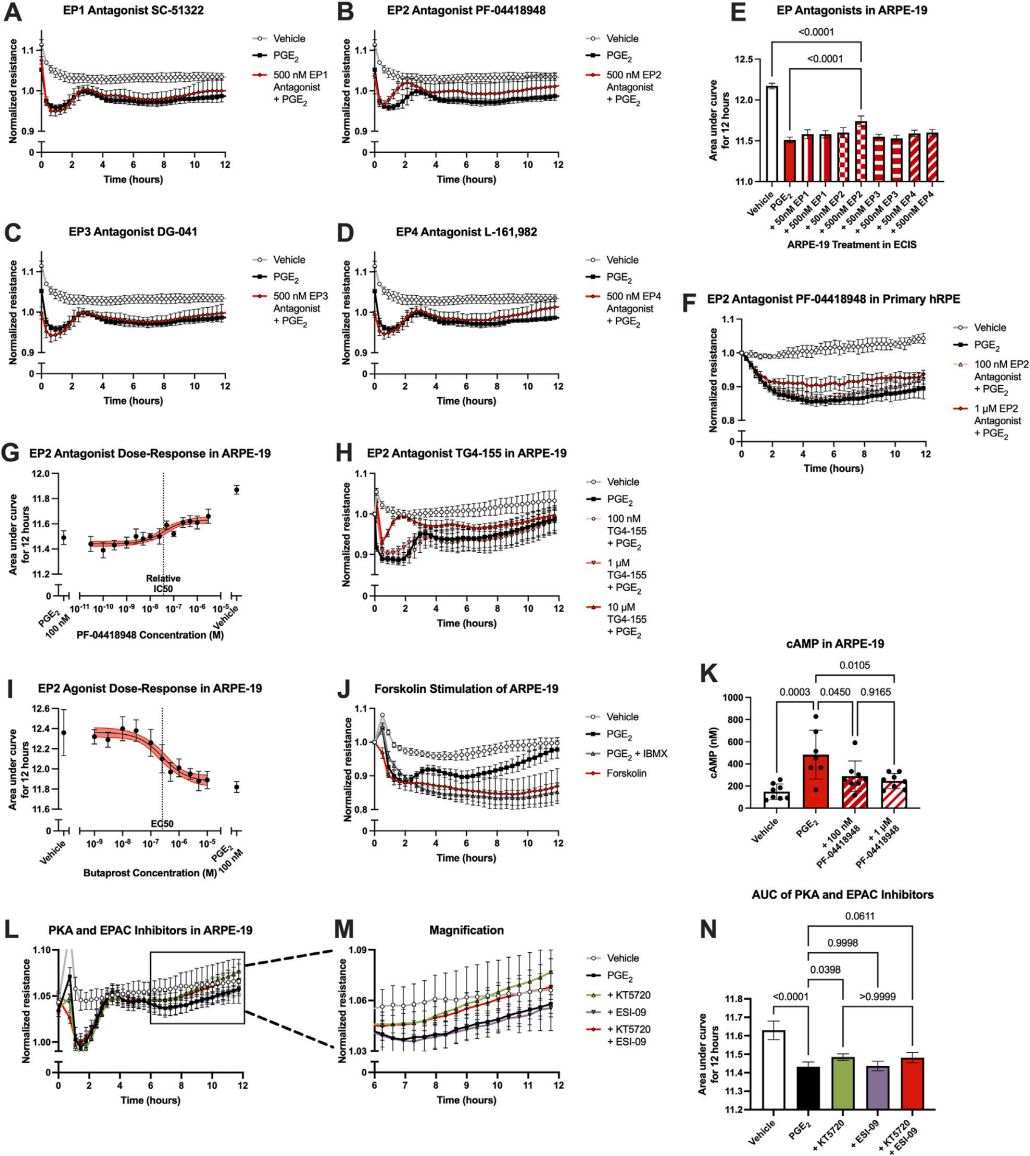
PGE_2_-induced barrier permeability of ARPE-19 is mediated in part by the EP2 receptor. Normalized resistance ECIS results of ARPE-19 pretreated with **(A)** 500 nM SC-51322, **(B)** 500 nM PF-04418948, **(C)** 500 nM DG-041, **(D)** 500 nM L-161,982, or vehicle for 3 h followed by stimulation with 100 nM PGE_2_ or vehicle over 12 h (n = 4-6, passage 25). Each antagonist is separated to an individual graph for clarity. **(E)** ECIS results expressed as AUC over 12 h from treatment of ARPE-19 with 50 nM–500 nM of EP antagonists +100 nM PGE_2_ or vehicle (n = 4-6, passage 25, comparisons to 500 nM EP2 antagonist shown). **(F)** Normalized resistance ECIS results of hRPE pretreated with 100 nM-1 μM PF-04418948 for 3 h followed by stimulation with 100 nM PGE_2_ or vehicle over 12 h (n = 4-6, passage 5). **(G)** Dose-response curve of ARPE-19 pretreated with 30 pM-3 μM PF-04418948 or vehicle for 3 h followed by 100 nM PGE_2_ or vehicle stimulation over 12 h (n = 3-6, passage 24). **(H)** Normalized resistance ECIS results of ARPE-19 pretreated with 100 nM-10 μM TG4-155 or vehicle for 3 h followed by stimulation with 100 nM PGE_2_ over 12 h (n = 5-8, passage 25). **(I)** Dose-response curve of ARPE-19 stimulation with 1 nM–10 μM butaprost, 100 nM PGE_2_, or vehicle over 12 h (n = 6–10, passage 24). **(J)** Normalized resistance ECIS results of hRMEC pretreated with 300 μM IBMX or vehicle for 3 h followed by stimulation with 1 μM forskolin, 100 nM PGE_2_, or vehicle over 12 h (n = 5-6, passage 24). **(K)** cAMP production in ARPE-19 pretreated with 100 nM-1 μM PF-04418948 for 1 h followed by stimulation with 1 μM PGE_2_ or vehicle for 15 min (n = 7-8, passage 24). **(L)** Normalized resistance ECIS results of ARPE-19 pretreated with 1 μM KT5720, 10 μM ESI-09, 1 μM KT5720 + 10 μM ESI-09, or vehicle for 3 h followed by 100 nM PGE_2_ or vehicle stimulation over 12 h (n = 6, passage 24). **(M)** Magnification of KT5720 ± ESI-09 ECIS results from 6 to 12 h. **(N)** ECIS results expressed as AUC over 12 h from treatment of hRMEC ± KT5720 and ESI-09 + 10 nM PGE_2_ or vehicle (n = 6, passage 24). All data represent mean ± SD shown by error bars. 5E, 5K, and 5N were analyzed using one-way ANOVAs and Tukey’s multiple comparisons tests with *P*-values shown for relevant comparisons. 5G and 5I were analyzed using three-parameter nonlinear regression models with the 95% confidence intervals shown.

As EP2, like EP4, is a Gα_s_-coupled receptor, the effects of PGE_2_ were also compared to forskolin stimulation to determine if these effects were mimicked by cAMP elevation. Indeed, 1 μM forskolin induced permeability to a similar extent as 100 nM PGE_2_ with a 3-h pretreatment of 300 μM IBMX, a phosphodiesterase inhibitor to prevent cAMP degradation, suggesting cAMP dependence in this cell behavior (Figure 5J; Supplementary Figure S1F). Furthermore, ELISAs for cAMP levels showed that 1 μM PGE_2_ increased cAMP production 226% over vehicle treatment, and PF-04418948 partially but significantly prevented PGE_2_-stimulated cAMP production to a similar degree as observed in previous experiments: 40.3% reduction for 100 nM and 49.3% reduction for 1 μM PF-04418948 versus PGE_2_ (Figure 5K). Lastly, signaling downstream of cAMP was also evaluated using PKA inhibitor KT5720, EPAC inhibitor ESI-09, or their combination in ECIS assays. In ARPE-19, only KT5720 inhibited the PGE_2_-induced decrease in resistance to a degree, restoring resistance to baseline by 12 h post-stimulation and showing a small yet significant effect by AUC measurement. ESI-09 had no effect in ARPE-19, and the combination of inhibitors was not different from KT5720 alone (Figures 5L–N). Together, these results indicate that PGE_2_ induces barrier permeability in RPE via EP2-cAMP-PKA signaling.

Because the permeability-inducing effects of PGE_2_ were only partially inhibited by EP2 receptor antagonists yet antagonists to EP1, EP3, and EP4 did not affect this signaling, off-target signaling of PGE_2_ via other prostanoid receptors was evaluated in ARPE-19 ECIS assays. Stable ARPE-19 monolayers were pretreated for 3 h with the antagonists BW A868C for the DP1 receptor, OC000459 for the DP2 receptor, AL8810 for the FP receptor, CAY10441 for the IP receptor, and daltroban for the TP receptor as well as relevant vehicles, followed by stimulation with 100 nM PGE_2_ or vehicle. None of these other prostanoid receptor antagonists up to 500 nM concentrations prevented PGE_2_-induced permeability (Figures 6A–F). Of note, 50 nM DP1, 50 nM FP, 500 nM FP, and 500 nM IP antagonists did cause small but statistically significant decreases in the AUC measures over 12 h compared with PGE_2_ alone (Figure 6F). This indicates minor exacerbation of PGE_2_-induced permeability. These may represent small but genuine physiological effects of these antagonists. Nevertheless, none of these antagonists inhibit the effects of PGE_2_ on ARPE-19 permeability, thus suggesting that PGE_2_ does not induce permeability by off-target signaling via another non-EP prostanoid receptor. Furthermore, treatment with antagonists alone (no PGE_2_ stimulation) did not elicit significantly different AUC values from vehicle-treated cells with the exception of 500 nM DP1, which again yielded only a very small induction of permeability (Figure 6G, individual traces not shown). We conclude that EP2 is the primary prostanoid receptor of action for PGE_2_-induced permeability in RPE because only antagonists to the EP2 receptor demonstrated a mitigating effect on PGE_2_-induced monolayer resistance.

**FIGURE 6:**
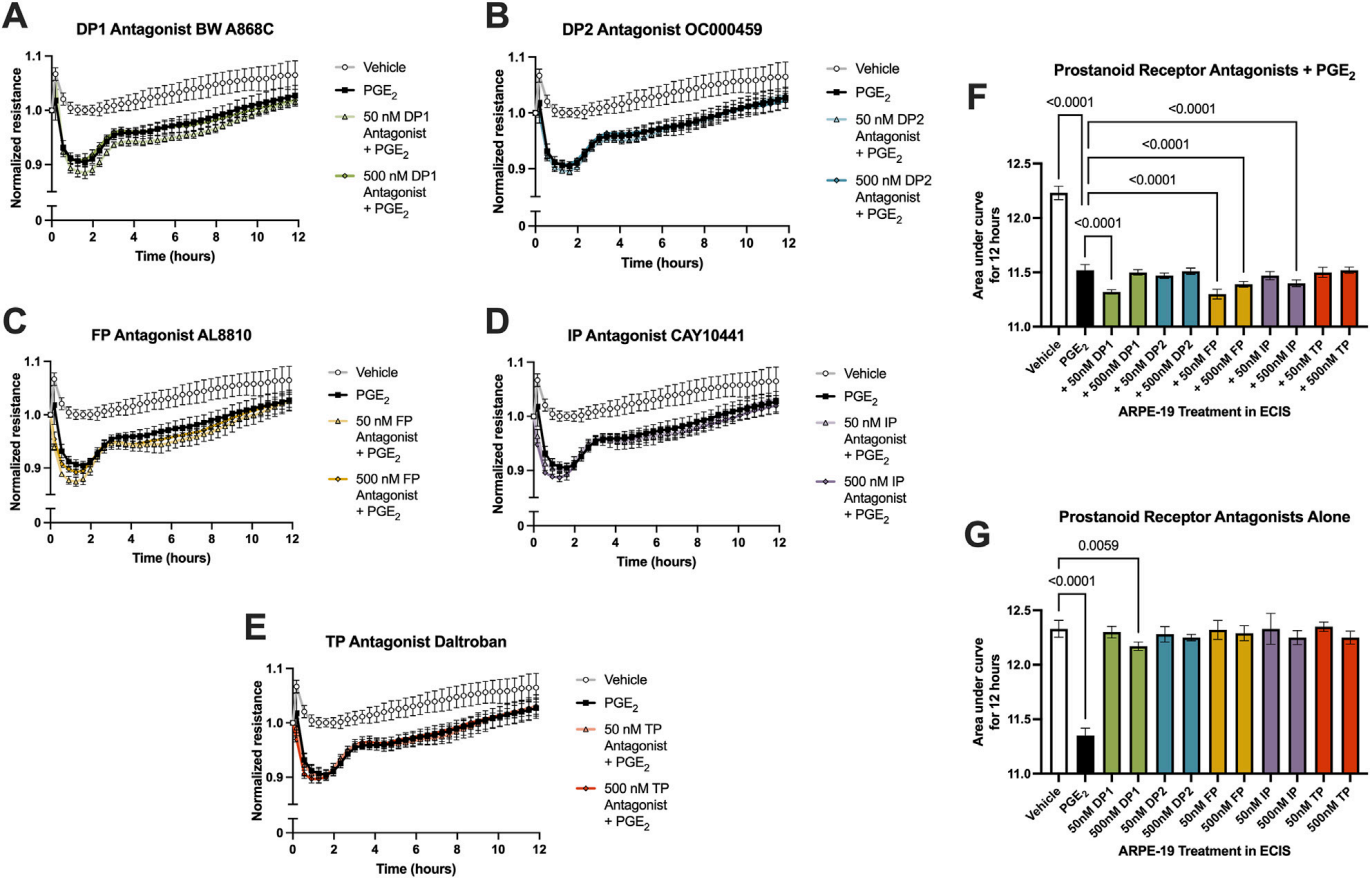
PGE_2_ does not signal off-target via a non-EP prostanoid receptor in ARPE-19. Normalized ECIS resistance measures from ARPE-19 pretreated with **(A)** 50–500 nM BW A868C, **(B)** 50–500 nM OC000459, **(C)** 50–500 nM AL8810, **(D)** 50–500 nM CAY10441, **(E)** 50–500 nM daltroban, or vehicle for 3 h followed by stimulation with 100 nM PGE_2_ or vehicle over 12 h (n = 4-6, passage 24). Each antagonist is separated to an individual graph for clarity. **(F)** ECIS results expressed as AUC over 12 h from treatment of ARPE-19 with 50 nM–500 nM of EP antagonists +100 nM PGE_2_ or vehicle (n = 4-6, passage 24). **(G)** ECIS results expressed as AUC over 12 h from treatment of ARPE-19 with 100 nM PGE_2_, vehicle, or 50 nM–500 nM of EP antagonists alone (n = 5-6, passage 24). All data represent mean ± SD shown by error bars. 6F was analyzed using a one-way ANOVA with Dunnett’s multiple comparisons test to compare all groups to 100 nM PGE_2_ treatment, significant *P*-values shown. 6G was analyzed using a one-way ANOVA with Dunnett’s multiple comparisons test to compare all groups to vehicle treatment, significant *P*-values shown.

### 3.6 PGE_2_ dysregulates junctional complexes in ARPE-19

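ARPE-19 is an established human cell line of the retinal pigment epithelium. As for hRMEC, 3 samples were stimulated with PGE_2_ and 3 received vehicle, and the libraries were prepared and sequenced in the same way. The authors' deposited table for ARPE-19 has the same columns and lists the same transcripts, with a mean normalized count above 0 for 140799 of them. An adjusted P-value was given for 89460 transcripts, the lowest of them with a mean of 4.48. The mean normalized counts summed to 68678983. Among transcripts with an adjusted P-value, the median of the mean normalized count was 44.7 here and 34.6 in hRMEC. Group means and gene sums were derived as for hRMEC, and the cell types were normalized and compared by the authors separately, so levels of the 2 tables are set beside each other only as descriptions.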

Finally, we conducted bulk RNA sequencing of ARPE-19 samples stimulated with 100 nM PGE_2_ or vehicle for 6 h to study mechanisms of PGE_2_-induced barrier permeability in these cells. 

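In ARPE-19, 1355 transcripts of 1175 genes had a fold change of at least 2 and an adjusted P-value under 0.05 in the authors' deposited table, of which 687 rose and 668 fell. In 756 of these (55.8%) the lower group had an implied mean near 0. Their median absolute log2 fold change was 7.66, against 1.48 for the other 599. The gene sum changed at least 2-fold in the same direction for 34 of 754 transcripts with a group near 0 and for 108 of 597 others. The same limits, with gene sums adjusted as for hRMEC, were met by 117 of 30283 gene sums, 65 higher and 52 lower. The criteria were met by 150 transcripts that were the most abundant of their gene. Among the transcripts past both criteria, the smallest adjusted P-values of those that rose were at SLC7A8 (log2 fold change 3.10, standard error 0.081), HPD (1.69, standard error 0.050) and TM4SF1 (1.36, standard error 0.043) in the authors' deposited table. Those of the transcripts that fell were at ASNS (-1.67, standard error 0.065), SLC7A11 (-1.01, standard error 0.046) and PLXNA2 (-1.06, standard error 0.057) in that table, and among gene sums past both criteria those that fell were at SLC7A11 with AKAP12 (-1.09 ± 0.055) and CSF1 (-1.02 ± 0.055). From the junction list, 20 transcripts of 13 genes met the criteria, 7 higher and 13 lower, and 9 of them had a group near 0. The most significant were transcripts of DLG1 and PMP22 and a CDH2 transcript (ENST00000399380.7) that was at least 9.74-fold lower and held 0.0509% of its gene. As gene sums, 69 genes of the list could be tested, of which 26 rose and 43 fell. The median log2 fold change was -0.03, and the adjusted p was 0.0955 from the limma list test, or 0.0519 with genes of any summed mean included. After adjustment over all genes 17 of these gene sums passed 0.05, of which 6 rose and 11 fell, and 21 did so adjusted over the list alone. None changed 2-fold with an adjusted p under 0.05, and 25 had an unadjusted p under 0.05, of which 0 were past 2-fold. Of those past 0.05, AFDN rose by 0.38 ± 0.083 on the log2 scale, PTPRB changed by -0.69 ± 0.039, and CLDN1 (claudin-1) went from 4806 to 3284 normalized counts, a log2 fold change of -0.55 ± 0.048.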

Here, 1,354 differentially regulated genes and transcripts met the aforementioned inclusion criteria, and 48 of these transcripts were annotated with the Gene Ontology “tight junction” or “cell-cell junction” terms (Figure 7). The 15 transcripts representing nine unique genes filtered with the “tight junction” Gene Ontology term are shown in Table 2. Out of these differentially expressed genes, the 257.9-fold upregulation of *OCLN* (occludin), 8.19-fold upregulation of *PARD3* (PAR-3), and 5.39-fold downregulation of *CLDND1* (claudin domain-containing protein 1) may well cause the defects in ARPE-19 barrier function observed after PGE_2_ stimulation. 

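All 15 transcripts met both criteria in the authors' deposited table. For 6 of them, with the OCLN transcript, 1 of the groups had an implied mean near 0. The PMP22 transcript (ENST00000395938.7) fell from 155 normalized counts to near 0, which is at least 51.7-fold lower. Transcripts of ASH1L (ENST00000368346.7) and UBN1 (ENST00000585857.1) rose from near 0 and were at least 16.5-fold and 4.21-fold higher. DLG1 on chromosome 3 (197042560 to 197299300, minus strand) accounts for 7 of the transcripts. Of these, ENST00000667104.1 and ENST00000419227.5 rose from near 0, at least 11.9-fold and 3.58-fold, and held 0.102% and 0.0312% of the counts of the gene. The other 5 DLG1 transcripts fell, and ENST00000448528.6 had a mean of 1059, a log2 fold change of -1.23, a standard error of 0.14 and an adjusted P-value of 1.19e-16 in the authors' deposited table. The sum over the 71 listed DLG1 transcripts went from 21029 to 14072 normalized counts, a log2 fold change of -0.58 ± 0.095 (standard error), and was past an adjusted p of 0.05 among the gene sums. The RPGRIP1L transcript (ENST00000262135.9, chromosome 16, 53598153 to 53703889) went from an implied mean of 4.13 to 94.7 and held 2.99% of its gene, whose sum changed by 0.23 ± 0.085. The ARHGEF2 transcript (ENST00000462460.6) went from 322 to 114, and its gene sum changed by -0.25 ± 0.083 on the log2 scale. Among the 9 genes no sum changed 2-fold. An unadjusted p under 0.05 was found for 5 of them and an adjusted p under 0.05 for 2, DLG1 and ARHGEF2.

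**Figure D2:**
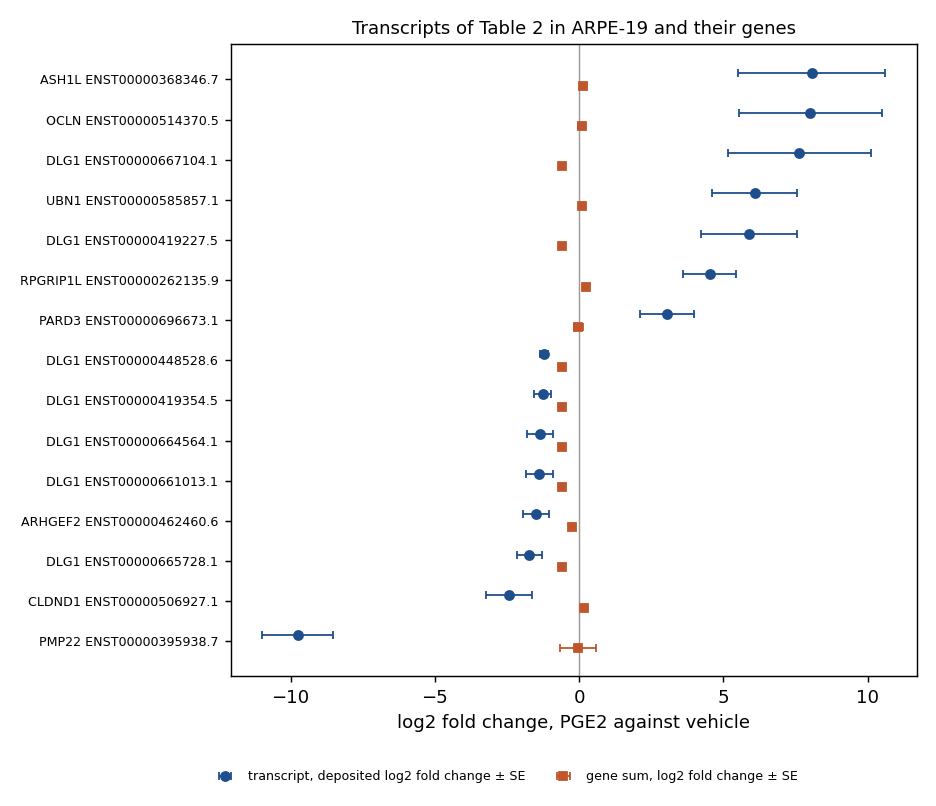
Log2 fold change of PGE_2_ against vehicle in ARPE-19 for each transcript of Table 2 (circles, authors' deposited table) and for the sum over all transcripts of its gene (squares), with standard errors as bars. The circles lie between -9.75 and 8.06 and the squares between -0.58 and 0.23.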

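The OCLN transcript in question, ENST00000514370.5, lies on chromosome 5 of GRCh38 from 69544692 to 69553999 on the plus strand, inside OCLN (69492292 to 69558104), and GENCODE annotates it as a processed transcript without a coding sequence, with 5 exons and 958 nucleotides. Its mean normalized count was 23.8, with a log2 fold change of 8.01, a standard error of 2.48 and an adjusted P-value of 0.0279 in the authors' deposited table. The implied mean was near 0 with vehicle and 47.3 with PGE_2_, which gives a bound of 15.8-fold higher. The transcript held 1.39% of the OCLN counts, and the 95% interval of its log2 fold change runs from 3.15 to 12.88. The lower end of that interval is a smaller change than the 15.8-fold bound, which leaves out the error of the PGE_2_ mean. The most abundant OCLN transcript, ENST00000396442.7, had a mean of 713 and a log2 fold change of 0.12 in the authors' deposited table. The OCLN sum went from 1656 to 1755 normalized counts, which is 0.08 ± 0.11 on the log2 scale (standard error) and within its error. A pseudogene of OCLN, OCLNP1, could have shared reads with it. The PARD3 transcript ENST00000696673.1 went from an implied mean of 10.6 to 86.8, with a log2 fold change of 3.03, a standard error of 0.93 and an adjusted P-value of 0.0264 in the authors' deposited table. It held 0.910% of its gene on chromosome 10, and the PARD3 sum changed by -0.04 ± 0.16, again within its error. The CLDND1 transcript ENST00000506927.1 (chromosome 3, 98516654 to 98517345, minus strand) is annotated as a retained intron of 520 nucleotides. Its implied mean with PGE_2_ was 2.59, with a log2 fold change of -2.43, a standard error of 0.80 and an adjusted P-value of 0.045 in the authors' deposited table. It held 0.522% of the counts of CLDND1, whose sum went from 1495 to 1679, a change of 0.17 ± 0.069 that did not pass an adjusted p of 0.05. The most abundant CLDND1 transcript, ENST00000341181.11, had a mean of 1305 and a log2 fold change of 0.16 in the authors' deposited table. From the changes of these transcripts the paper proposes that occludin, PAR-3 and CLDND1 may cause the defects in ARPE-19 barrier function. It follows them with Western blots, which were not analysed here, and takes further mechanisms to be likely involved.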

Western blots of ARPE-19 validated significant occludin upregulation and CLDND1 downregulation after PGE_2_ stimulation, yet PAR-3 protein levels were unchanged (Supplementary Figures S2C,S2D). Therefore, additional molecular mechanisms are also likely involved in this blood-retina barrier regulation.

**FIGURE 7:**
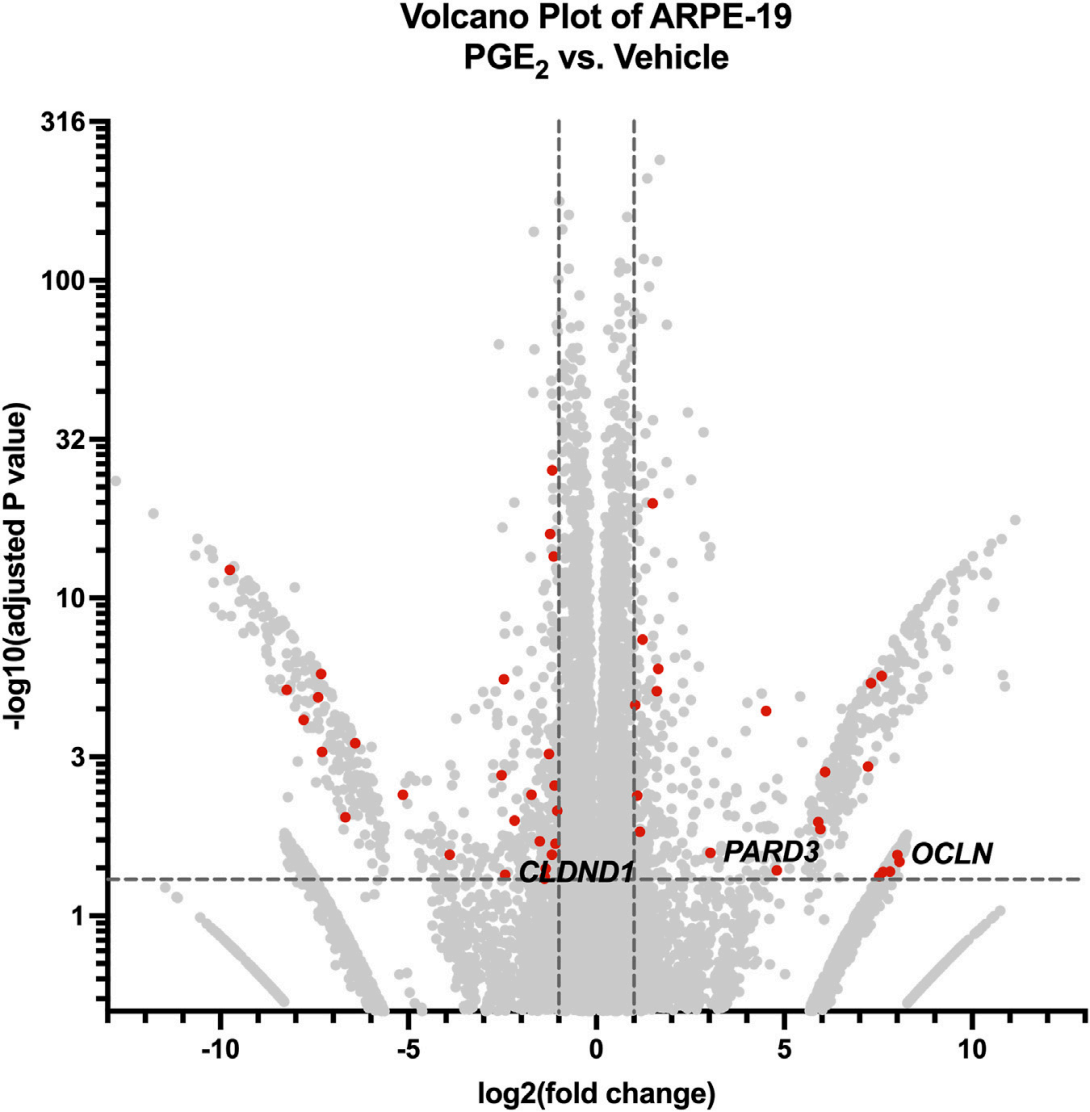
RNA-seq of ARPE-19 reveals differential gene expression after PGE_2_ stimulation. Volcano plot of differentially expressed genes and transcripts in ARPE-19 after 6-h stimulation with 100 nM PGE_2_ compared with vehicle controls. Red dots represent differentially expressed transcripts involved in tight junctions and/or cell-cell junctions. Labels to the right of dots highlight hypothesized important gene expression changes. Transcripts upregulated or downregulated by 2-fold with an adjusted *P*-value < 0.05 were considered significantly differentially expressed.

**TABLE 2:** Differentially expressed tight junction gene transcripts in PGE_2_-stimulated ARPE-19.

Gene name	Transcript ID	log2FoldChange	Adjusted *P*-value
*ASH1L*	ENST00000368346.7	8.0636	0.0332
*OCLN*	ENST00000514370.5	8.0106	0.0279
DLG1*	ENST00000667104.1	7.6326	0.0422
*UBN1*	ENST00000585857.1	6.0854	0.0015
DLG1*	ENST00000419227.5	5.8992	0.0106
*RPGRIP1L*	ENST00000262135.9	4.5196	3.88E-05
*PARD3*	ENST00000696673.1	3.0345	0.0264
DLG1*	ENST00000448528.6	−1.2308	1.19E-16
DLG1*	ENST00000419354.5	−1.2642	0.0006
DLG1*	ENST00000664564.1	−1.3700	0.0474
DLG1*	ENST00000661013.1	−1.3784	0.0492
*ARHGEF2*	ENST00000462460.6	−1.5016	0.0192
DLG1*	ENST00000665728.1	−1.7221	0.0039
*CLDND1*	ENST00000506927.1	−2.4310	0.0450
*PMP22*	ENST00000395938.7	−9.7495	5.52E-13

* denotes gene with multiple differentially expressed transcripts.

## 4 Discussion

In this study, we analyzed the effects of prostanoid stimulation of cells that regulate retinal barrier function as a potential component of DME disease onset and progression. DME progression is most widely studied from the perspective of inner blood-retina barrier leakage, yet the outer blood-retina barrier function could also play an important role in this condition. One study analyzing FITC-dextran leakage from both the inner and outer blood-retina barriers in streptozotocin (STZ)-induced diabetic mice showed a relative ratio of leakage of 1:2.48 from the outer versus inner barriers, showing that a significant portion of dextran leakage occurred via the outer blood-retina barrier (Xu and Le, 2011). This high degree of vascular leakage attributable to each barrier warranted further study of these barriers together in the context of DR and DME.

Previous work from our laboratory indicated that two prostanoids, PGE_2_ and PGF_2α_, are produced significantly and consistently by primary human Müller glia and retinal microvascular endothelial cells, respectively, when cultured in conditions modeling the chronic hyperglycemia, dyslipidemia, and inflammation prevalent systemically in diabetes (Stark and Penn, 2024b). This informed our selection of stimuli for investigation relevant to retinal barrier function here.

PGF_2α_ has pronounced roles in the anterior chamber of the eye, yet its role in DME is less characterized. The PGF_2α_ analogs latanoprost, bimatoprost, travoprost, and tafluprost, formulated as topical eyedrops used once daily, serve as the standard-of-care therapy for glaucoma (Aihara, 2021). These drugs act by increasing uveoscleral outflow of aqueous humor from the anterior segment of the eye to decrease intraocular pressure (Toris et al., 1993). Despite recognition of its roles in glaucoma, PGF_2α_ in DR pathologies is less studied and understood. Our previous work showed that PGF_2α_-FP signaling can stimulate proinflammatory cytokine production in Müller glia as well as leukocyte adhesion to hRMEC monolayers, each important pathologies in early DR (Stark and Penn, 2024b). Additionally, PGF_2α_ signaling has well recognized roles in pericyte death, another critical event occurring early in DR. Bovine retinal pericytes cultured in conditions of elevated glucose showed impaired adhesion to culture matrices and migration through transwell chambers, and stimulation with PGF_2α_ restored both functions via FP receptor/RhoA signaling (Peng et al., 2018). Further, intraperitoneal latanoprost injection prevented STZ-induced capillary regression in the superficial—but not deep—capillary plexus of the mouse retina, indicating functional consequences of FP-mediated pericyte survival (Peng et al., 2018). These investigators subsequently found that human retinal pericytes demonstrated elevated apoptosis when cultured in elevated glucose conditions, and PGF_2α_ also prevented glucose-induced cell death via the FP receptor’s activation of the PI3K/Akt/GSK3β/β-catenin pathway (Cheng et al., 2021). These other effects relevant to early-stage DR notwithstanding, there are no prior reports of involvement of PGF_2α_ signaling in either inner or outer blood-retina barrier function *in vitro*. This suggests that effects of prostanoid signaling in the retina are cell type-specific and behavior-specific.

In contrast, many effects of PGE_2_ in cell behaviors of DR have been characterized. Relevant to NPDR, PGE_2_ stimulated *in vivo* vascular leakage, retinal thickening, endothelial cell apoptosis, capillary dropout, and leukocyte adhesion in STZ rats (Wang et al., 2019). The EP2 agonist butaprost mimicked these effects, and AH6809 inhibited them (Wang et al., 2019); however, AH6809 is a prostaglandin antagonist with comparable affinity to the EP1, EP2, EP3, and DP1 receptors (Abramovitz et al., 2000), and the specificity of its effects to one receptor were not evaluated in that study. In our previous work, we showed that PGE_2_-EP2 signaling promoted proinflammatory cytokine production in primary human Müller glia but not leukocyte adhesion to hRMEC (Stark and Penn, 2024b). PGE_2_ also has noted proangiogenic roles relevant to PDR via both EP3 (Sennlaub et al., 2003; Chen et al., 2017) and EP4 (Yanni et al., 2009; Xie et al., 2021) receptor signaling. Furthermore, PGE_2_ levels in vitreous samples from patients with PDR were 53% higher than the levels from nondiabetic patient vitreous samples (Schoenberger et al., 2012). In this study using well-characterized antagonists, each with selectivity for a single EP receptor, we determined that PGE_2_ strengthens barrier function in hRMEC via the EP4 receptor and decreases barrier function in ARPE-19 via the EP2 receptor, results that are partially aligned with these previous studies.

The effects of PGE_2_ on barrier function have been documented in other systems with similarly distinct effects in endothelial or epithelial cell types. Directly compared with our findings in hRMEC, lung microvascular endothelial cells have similarly strengthened barrier function via PGE_2_-EP4 signaling in ECIS and other transendothelial resistance assays (Birukova et al., 2007; Konya et al., 2013; Bärnthaler et al., 2017). Still, not all endothelial cell types respond in this manner. PGE_2_ caused an increase in dextran flux across human brain microvessel endothelial cell monolayers in transwell chambers, an effect that was attenuated by either EP3 or EP4 antagonists (Dalvi et al., 2015). In modeling the colon epithelium with T84 human colonic cells, PGE_2_ stimulated a decrease in transepithelial resistance via the EP4 receptor, a similar effect to our RPE results albeit via a different Gα_s_-coupled EP receptor (Lejeune et al., 2010). Further, signaling of PGE_2_ through both EP1 and EP4 promoted barrier dysfunction in Caco-2 cells, which also model the colon epithelium (Martín-Venegas et al., 2006; Rodríguez-Lagunas et al., 2010). Nonetheless, research comparing the RPE barrier to other epithelial barriers of the body, such as the colon epithelium, is limited.

Our findings support a role of EP4 in mediating the full barrier-enhancing effects of PGE_2_ in hRMEC, yet EP2 antagonists only partially prevented PGE_2_-induced permeability in ARPE-19. No other EP receptor antagonists affected monolayer resistance when tested at concentrations up to 500 nM. Additionally, neither PGD_2_ nor PGF_2α_ affected RPE barrier resistance in physiological ranges, and antagonists to DP1, DP2, FP, IP, and TP receptors did not inhibit PGE_2_-induced permeability. While certain concentrations of some of these antagonists caused a small but significant exacerbation of permeability, these effects show no blockade of PGE_2_-induced permeability. These statistically significant effects of 50 nM DP1, 50 nM FP, 500 nM FP, or 500 nM IP receptor antagonists could be attributable to two primary reasons. First, they may be due to the structural similarities among prostanoids and their receptor binding affinities, activating signaling that promotes permeability similarly to PGE_2_ (Narumiya et al., 1999). Second, the antagonists may inhibit the endogenous PGD_2_, PGF_2α_, or PGI_2_ signaling in these cultures that otherwise maintain normal barrier function, thereby exacerbating the effects of PGE_2_ to a degree. Previous studies have shown that DP1 activation reduces permeability of mouse vascular endothelium in Evans blue measurements and of bovine aortic endothelial cells in FITC-dextran flux assays (Murata et al., 2008), and IP activation decreases permeability of intestine epithelium biopsies from patients with inflammatory bowel diseases (Pochard et al., 2021). Additionally, while AL8810 is commonly used as an antagonist to block FP receptor signaling and is the best available compound for this purpose, AL8810 is, in fact, a very weak partial agonist of the FP receptor with maximal activating efficacy of 19%–23% (Griffin et al., 1999). AL8810 has been shown to promote EGFR transactivation and MAPK/ERK1/2 signaling via biased mechanisms distinct from those of PGF_2α_, which may also explain the permeability effects we observed (Goupil et al., 2012). To understand the additional effect of PGE_2_ that is not mitigated by EP2 antagonism, we must consider additional non-prostanoid receptors. To date, PGE_2_ has not been described to bind to any non-prostanoid receptors; however, other prostanoid ligands bind non-prostanoid receptors under some conditions. One possibility is that PGE_2_ may act as a PPARγ agonist. Other studies show that the EP4 agonist L-902,688 (Li, 2018), PGI_2_ analogs (Falcetti et al., 2007), PGD_2_ (Yu et al., 1995), and the PGD_2_ metabolite 15d-PGJ_2_ (Yu et al., 1995; Kliewer et al., 1995) all activate PPARγ; however, we do not believe that identifying novel signaling mechanisms of PGE_2_ falls within the scope of this work. Overall, although EP2 antagonists did not fully block this response, we hypothesize that EP2 is the primary prostanoid receptor mediating this signaling in RPE.

Although the opposite effects of PGE_2_ on hRMEC and RPE barrier function occur via different receptors, downstream signaling pathways of both EP2 and EP4 promote elevation of cAMP levels. These opposing cell behaviors in response to elevated cAMP levels have been observed previously. Enhancement of multiple types of microvascular endothelial barriers by cAMP signaling is well-characterized (Adamso et al., 1998; He et al., 2000). Adenylyl cyclase activation at the plasma membrane, elevating the membrane-localized cAMP concentration, drives this endothelial barrier strengthening (Sayner et al., 2006). Specific to retinal microvascular endothelial cells, several studies have shown that barrier function is preserved and/or restored by cAMP activation of both PKA and EPAC-Rap1 pathways independently, similar to our findings (Birukova et al., 2007; van der Wijk et al., 2017; Ramos et al., 2018; Liu et al., 2019; Steinle, 2020; Birukova et al., 2008; Lorenowicz et al., 2008). The barrier-altering effects of cAMP in RPE are less characterized, but published results are consistent with its ability to decrease permeability in cell culture and animal models (Pavan et al., 2014; Wittchen and Hartnett, 2011; Wittchen et al., 2013). Other studies showed cAMP-mediated permeability in RPE occurs via EPAC-Rap1 signaling (Wittchen and Hartnett, 2011; Wittchen et al., 2013), but we found that only PKA, not EPAC, mediated these effects in ARPE-19 after PGE_2_ stimulation. While specific mechanisms remain to be characterized in full, we hypothesize that cell type-specific and prostanoid-stimulated differences in expression levels of adenylyl cyclases, phosphotidesterases, or A-kinase anchoring proteins (AKAPs) could each affect the local cAMP levels. This would promote distinct gradients of cAMP that in turn differentially activate PKA and/or EPAC, altering the cellular responses as we observed herein.

Using RNA sequencing of hRMEC and ARPE-19 stimulated in the presence or absence of PGE_2_, we identified widespread up- and downregulation of genes involved in cell-cell junctions, particularly tight junctions, to identify gene products that might promote changes in barrier resistance in each cell type. 100 nM concentrations of PGE_2_ were chosen to stimulate both hRMEC and ARPE-19 rather than the respective EC_50_ values based on the PGE_2_ dose-response curves for each cell type. This higher concentration showed the maximal effects in each cell type without excessive doses that may likely promote off-target effects, so we therefore reasoned it would show optimal effects in RNA sequencing analyses. While the 100 nM PGE_2_ concentration may be limit the overall physiologic relevance, both EP4 inhibition in hRMEC and EP2 inhibition in ARPE-19 were still fully or mostly efficacious against this high concentration in other assays shown. In hRMEC, *TJP2* and *FRZ4* upregulation in RNA-seq each may support the observed increase in barrier resistance. *TJP2* encodes ZO-2, a critical component of blood-retina barriers that is especially important for maintaining membrane rigidity (Naylor et al., 2019; Campbell and Humphries, 2013; Pinto-Duenas et al., 2024). Furthermore, the frizzled class receptor 4 encoded by *FRZ4* is the primary receptor of norrin, and the norrin signaling pathway is known to promote blood-retina barrier function *in vitro* and *in vivo* (Diaz-Coranguez et al., 2020; Zhang et al., 2023). It is also a receptor for the Wnt ligand, and Wnt/β-catenin signaling also has important roles in maintaining the inner blood-retina barrier (Yemanyi et al., 2021). Antibody-based pharmacologic activation of FZD4 was sufficient to restore blood-retina barrier function that was compromised in mouse models (Ding et al., 2023); therefore, it is possible that *FRZ4* gene overexpression may have similar enhancing effects on barrier function. In ARPE-19, downregulation of *CLDND1* as well as upregulation of *OCLN* and *PARD3* were identified by our sequencing analysis. Claudin family proteins are well-characterized components of tight junctions that regulate barrier integrity of RPE and other epithelial cells and also interact with additional junctional complex proteins including occludin (Findley and Koval, 2009; Rizzolo et al., 2011). While occludin is similarly an essential component of junctional complexes to promote blood-retina barrier regulation (O'Leary and Campbell, 2023; Campbell and Humphries, 2013; Goncalves et al., 2021; Murakami et al., 2009), such high upregulation as observed here could detrimentally disrupt normal junctional complex organization. Similarly, complex dysfunction may be promoted by the upregulation of PAR-3, which has been shown to critically regulate RPE barriers through its interactions with PAR-6 and PKCζ or with junctional adhesion mole (JAM) (Omri et al., 2013; Ebnet et al., 2001). It is possible that overexpression of such junctional complex signaling proteins is counterproductive to blood-retina barrier integrity. Indeed, lower expression of tight junction constituents does not necessarily result in a weaker barrier, nor does higher expression necessarily promote a stronger barrier. Either up- or downregulation could disrupt organization and downstream signaling, leading to impaired function of the junctional complex. Western blot analyses suggested that Frizzled-4 was elevated in hRMEC and validated that occludin and CLDND1 were dysregulated in ARPE-19 in agreement with the RNA-seq results, but additional molecules not assayed here are likely involved in the PGE_2_-induced changes in barrier function in either cell type. Subsequent experiments to further validate additional targets and to test the individual roles of these up- and downregulated tight junction molecules are warranted for a full understanding of the mechanisms of PGE_2_ signaling on barrier function in both hRMEC and ARPE-19.

Our discovery that PGE_2_ causes opposing effects on barrier resistance in hRMEC versus ARPE-19 aligns with the results of Nakamura et al. (2023), yet our respective findings regarding which prostanoid(s) are responsible for these behaviors differ somewhat. While Nakamura et al. found that only co-stimulation with latanoprost and omidenepag elicited changes in barrier permeability, we instead detail that PGE_2_ alone, not PGF_2α_, drives the effects with high potency. The evaluation of latanoprost and omidenepag in barrier function assays both alone and in combination informs important drug safety and clinical relevance, yet we hypothesize that the effects on barrier function elicited by Nakamura’s combination approach may be due to the higher cumulative concentration of the drugs as they activate EP receptors. This would suggest off-target signaling for latanoprost, mirroring the effects of very high PGF_2α_ concentrations in our assays.

The use of ECIS assays allows powerful, sensitive, and high-throughput measurements of changes in permeability in both retinal cell types *in vitro*. Further, the relevance of these experiments is improved through validation with physical barrier leakage analyses in transwell dextran flux assays. Nonetheless, *in vitro* studies in cell culture models are inherently limited. Cell growth requires artificial conditions that do not replicate retinal architecture and involve non-native growth supplementation. FBS supplementation was required to facilitate cell growth and survival in culture, yet FBS itself contains growth factors, proteins, hormones, and fatty acids including arachidonic acid that could affect experiment endpoints (Subbiahanadar Chelladurai et al., 2021; Lee et al., 2023). To control for this, we used a consistent supplementation of all media with 10% FBS and used FBS of the same lot number for all experiments. Further, our *in vitro* study is limited in its relevance to the intact diabetic retina. Previous studies have begun to analyze effects of prostanoid signaling using *in vivo* methods. Nakamura et al. observed that RPE flat mounts from mice intravitreally injected with omidenepag, latanoprost, or both drugs in combination had disrupted ZO-1 junctional complex staining compared with vehicle-injected mice, indicating impaired barrier function due to EP2 and/or FP receptor signaling (Nakamura et al., 2023). Similarly, Wang et al. found that PGE_2_ and the EP2 agonist butaprost each exacerbated Evans blue dye vascular leakage in retinal whole mounts from rats with STZ-induced diabetes, and the partially selective EP2 antagonist AH6809 prevented this leakage (Wang et al., 2019). Finally, a study by Amrite et al. indirectly addressed a role of prostanoid signaling in vascular leakage *in vivo* by injecting COX-2-selective celecoxib-containing microparticles into the eyes of STZ rats. The celecoxib microparticles caused a 40% decrease in retinal PGE_2_ levels as well as a 50% decrease in FITC-dextran leakage from the retinas compared with control microparticle injections, which potentially supports the findings of PGE_2_-induced permeability (Amrite et al., 2006). Each of these studies, however, only analyzed vascular leakage across a single blood-retina barrier. To better characterize potentially distinct roles of PGE_2_ in blood-retina barrier function as we observed *in vitro*, FITC-dextran measurements in retinal transverse sections, a method established by Xu and Le. (2011), could be performed alongside the relevant PGE_2_ antagonist injections, facilitating the direct comparison of effects on inner and outer blood-retina barriers *in vivo*.

Overall, we found that hRMEC modeling the inner blood-retina barrier and RPE cell cultures modeling the outer blood-retina barrier respond to PGE_2_ in opposing manners. hRMEC barrier function is strengthened by PGE_2_ signaling via the EP4 receptor, whereas ARPE-19 barriers become more permeable from PGE_2_ signaling via the EP2 receptor. Both receptors promote intracellular cAMP production, which may affect different downstream signaling pathways and/or junctional complex proteins in these two cell types. Our findings might impact the management of DR and DME due to the opposing cellular responses to PGE_2_, which is elevated in patients with DR. Cell type-specific and receptor-specific therapeutic development could balance the pro-strengthening, anti-permeability effects of PGE_2_ in the blood-retina barriers relevant to vascular leakage and DME progression.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE301373.

# Supplementary material for: Prostaglandin E2 stimulates opposing effects on inner and outer blood-retina barrier function
**Source:** Front Pharmacol. 2025 Sep 26;16:1608376. doi: 10.3389/fphar.2025.1608376
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figure 1

**Supplementary Figure 1.** Area under the curve (AUC) measurements of ECIS results over 12 hours. All data represent mean +/- standard deviation shown as error bars. One-way ANOVAs with Tukey’s post-hoc multiple comparison tests with *P*-values for relevant comparisons are shown.

# Supplementary Figure 2

**Supplementary Figure 2.** Western blot quantification and representative blots of Frizzled-4 and ZO-2 in hRMEC and CLDND1, occludin, and PAR-3 in ARPE-19 normalized to β-actin, n = 6 each. All data represent mean +/- standard deviation shown as error bars. Data were analyzed using unpaired T-tests with the *P*-values shown.

# Supplementary Table 1: Materials

How the deposited data were processed for this re-analysis (not part of the article)

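Bulk RNA sequencing was done in hRMEC and in ARPE-19 cells, with 3 samples per cell type stimulated with 100 nM PGE_2_ for 6 h and 3 samples per cell type treated with vehicle. All 12 samples were mapped to their condition from the sample labels and the methods.

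For each cell type the authors deposited the result of a comparison of PGE_2_ with vehicle, with 1 entry per versioned Ensembl transcript. The normalized counts in it are a signal averaged by the authors over the 6 samples, after each sample's counts had been scaled by a size factor. The log2 fold changes and their standard errors are the authors' values, and so is the Wald statistic, a score equal to the log2 fold change divided by its standard error. The p-values are the authors' values as well, and the adjusted p-values are deposited for transcripts above a minimum of the mean normalized count. The column names are those of the tool DESeq2, so the authors probably used it, but the paper's text does not name the aligner, the counter, the genome build, the annotation or the test. The authors' criteria are a fold change of 2 in either direction and an adjusted P-value under 0.05. How reads were divided between the transcripts of a gene by the authors' counting affects every value of a single transcript, most of all for transcripts that hold a small part of a gene.

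A recomputed Benjamini-Hochberg adjustment of the deposited p-values gave the deposited adjusted p-values, and the log2 fold change over its standard error gave the deposited Wald statistic. An adjusted p-value was missing for transcripts with a low mean and for those without a p-value (1743 transcripts in hRMEC and 1963 in ARPE-19 with a mean above 0), and these were left as missing. A gene identifier was missing for 990 transcripts in each table, and these were left out of gene sums.

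Counts of single samples were not used here. The depth of each sample is therefore unknown, and the precision of each value is that given by the authors' standard error. The test of counts planned before the data were examined was not possible, nor were the exact tests of 3 samples against 3, and the authors' calls were counted with the planned criteria in its place. Other splits of the samples could not be counted, and no replicate could be left out.

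Group means were derived from the mean over the 6 samples and the log2 fold change. Where a group is near 0 these are implied values, not observed ones. Gene sums are sums of the implied means over the transcripts of a gene, with transcripts taken as independent. Reads divided between the transcripts of a gene make their errors depend on each other, so the standard error of a gene sum is approximate. It was first computed with the mean of each transcript held fixed. This form gave too small an error to genes with a group near 0 and was replaced, after results had been seen, by one based on the spread of each group mean. Both are given among the alternatives. Gene sums were tested against the normal distribution with Benjamini-Hochberg adjustment.

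The method was tested on simulated data made from the hRMEC means. The simulated transcripts were independent, shared the change of their gene and had a known dispersion. Reads divided between transcripts, and transcripts lost from an unchanged gene, were not built in, so the simulation does not test the method against them. Of 200 genes with a 4-fold change among 7994, 200 were recovered with the right sign, 2 unchanged genes were called, and the median absolute error of the log2 fold change was 0.0887. The simulation gave the same 200 and 2 under both forms of the standard error and does not choose between them. In a list test of 200 unchanged simulated lists drawn from 8000 genes, 1 had a p under 0.05. The values of these genes were independent of each other, so the check does not cover correlated genes.

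Gene lists were tested with limma's cameraPR on the statistics of the gene sums with a summed mean of at least 10 counts. The correlation between genes was preset to 0.01, in place of the planned camera on counts. The lists of junction genes (86 genes, of which 65 are tight junction genes) and of genes that respond to cAMP (42 genes) were written before the data were examined, as were lists of prostanoid receptors, endothelial markers, markers of the retinal pigment epithelium and adherens junction genes. A list of 26 genes, the transcription factor ATF4 and genes it regulates, was added after the values had been seen. Medians of lists were also set beside 10000 random lists matched on the summed mean. The difference between cell types was planned only for counts. It was added after the values had been seen, as the difference of the log2 fold changes of the gene sums over its standard error.

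The genes and transcripts named were chosen by a rule written before the data were examined: those of Table 1, Table 2 and the text of the results, the receptors PTGER1 to PTGER4, the 3 that rose and the 3 that fell with the smallest adjusted P-values in each cell type at the transcript and the gene level among those past both criteria, and members of the lists whose gene sums were past the criteria, up to 5 per list and cell type. Other names were chosen after their values were seen: JUP, VCL, AMOTL2, AFDN, CLDN1, CDH2, CTNNB1, PTPRB, FLT1, SLC22A23 and SLC35E2A, genes that overlap a named gene, resemble it or hold values printed for it, the genes with opposite effects in the cell types, and members of the ATF4 list. Some items of the tables are not reported here.

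Coordinates and transcript types are from GENCODE release 29 on GRCh38 and are given only for transcripts found there under the same versioned identifier and for gene positions. This release may differ from the one the authors used: 3 of the 8 transcripts of Table 1 and 9 of the 15 of Table 2 were found.

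The alternatives tried were an adjusted p-value alone, an adjusted p-value under 0.01, a mean normalized count of at least 10, a fold change of at least 4, gene sums in place of transcripts and tight junction genes alone. Those added after the values had been seen were an adjustment over every p-value, a test against a fold change of 2, the most abundant transcript of each gene, every gene in the list test, a correlation of 0.05, the endothelial list without FLT1 and the other form of the standard error. The analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and in R 4.3.3 with limma 3.58.1.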

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

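All tests of explanations in this part were chosen after the results were seen.

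The effect of PGE_2_ on the gene sum differed between hRMEC and ARPE-19 by at least 2-fold, with an adjusted p under 0.05, for 53 of the 15594 genes with a summed mean of at least 10 in both tables. The test was the difference of the log2 fold changes over its standard error with Benjamini-Hochberg adjustment. In all, 891 genes differed by that test. Of 131 genes with an adjusted p under 0.05 in both cell types, 101 (77.1%) changed in the same direction and 30 in opposite directions.

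For 5 genes the difference was at least 2-fold and the effects were opposite and past an adjusted p of 0.05 in each cell type. CXCL8 rose by 0.77 ± 0.014 (standard error) in hRMEC and changed by -0.86 ± 0.11 in ARPE-19, a difference of 1.62. SIK1 rose by 0.73 ± 0.079 in hRMEC and changed by -0.78 ± 0.075 in ARPE-19, a difference of 1.51. GRAMD1B, with 1.70 in hRMEC, changed by -0.38 ± 0.12 in ARPE-19, a difference of 2.07. GABBR2 changed by 0.15 ± 0.037 and -0.99 ± 0.31, a difference of 1.15. TM4SF1 went the other way, with -0.24 ± 0.039 in hRMEC and 1.33 ± 0.042 in ARPE-19, a difference of -1.57. A shift of all genes in 1 of the tables would move every difference in the same direction. Of the genes that differ at least 2-fold, 26 had the higher log2 fold change in hRMEC and 27 in ARPE-19, so a single shift cannot be the source of both sets. The even split is itself no evidence, since scaling by size factors centres each table. The median log2 fold change was -0.013 in hRMEC and -0.0075 in ARPE-19, and a shift removed by that scaling cannot be seen here. Reads moved between the transcripts of a gene are argued against by the most abundant transcripts, which showed the opposite effects and a difference of at least 2-fold for all 5 genes. A mislabelled cell type is argued against by endothelial marker genes, whose median summed mean was 3.07 in the ARPE-19 table and 23695 in the hRMEC table. SIK1 has a near-identical copy, SIK1B, which is listed at 0, so SIK1 reads that map to both copies may have been lost or assigned to SIK1 in either table, which was not tested. A different response of the cell types to PGE_2_, such as through the receptors EP4 in hRMEC and EP2 in ARPE-19 that the paper reports, stays open as a hypothesis, as does a difference in the time course, since a single time point was sampled.

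FZD4 changed by -0.11 ± 0.027 in hRMEC and by 0.52 ± 0.071 in ARPE-19, a difference of -0.63 whose adjusted p was under 0.05. As FZD4 has a single listed transcript, no division of reads between transcripts enters it. Reads of PRSS23 on the other strand were not tested as a source, and no biological explanation was tested.

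In ARPE-19, a list of 26 genes, ATF4 itself and genes it is known to regulate, had a median log2 fold change of -0.44, with 23 genes lower and 3 higher (adjusted p = 5.46e-14, limma's cameraPR, adjusted over the 2 cell types). In hRMEC the median was -0.04 (adjusted p = 0.833 from the same limma test, 25 genes). The paper does not report on these genes. The list was written after the fall of ASNS and SLC7A11 had been seen, and both were left out of it. PSAT1 went from 5949 to 2621 normalized counts, PHGDH from 4734 to 2777 and CHAC1 from 243 to 114. Of the 26 genes, 19 had an adjusted p under 0.05, of which 17 fell and 2 rose. The expression level of the genes is argued against by random lists matched on the summed mean, of which 0 of 10000 had a median as low. A constant shift of all genes is argued against by the same count of 0, since it would move the list and the random lists alike and leave their ranks as they are, with or without centring by size factors. ATF4 itself changed by -0.13 ± 0.049, and its activity was not measured. A lower use of this program in PGE_2_-treated ARPE-19 cells may be an effect of PGE_2_ or of a difference in nutrients between the cultures, such as medium age, and the design holds no sample that separates them.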

How the results depend on the processing

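The alternatives on thresholds and gene sums were set before the data were examined, and those marked as added were chosen after the values were seen.

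With the adjusted p alone, 1387 transcripts passed in hRMEC and 4729 in ARPE-19, against 616 and 1355 with the fold change criterion, and the corresponding counts of gene sums were 311 and 2233 against 12 and 117. These rises follow from dropping a criterion. With an adjusted p under 0.01, 815 transcripts passed in ARPE-19, and with a fold change of at least 4, 36 gene sums passed there. When counts were summed over the transcripts of each gene, 12 genes passed in hRMEC and 117 in ARPE-19, and the transcripts of Table 1 and Table 2 that passed went from 3 and 15 to gene sums of which 0 and 0 passed. Most transcripts past the criteria hold a small part of their gene, so a sum over the gene dilutes their change. The other counts under these thresholds were within 1.5 times the reported ones.

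At the level of the gene sum, 5 of the 23 transcripts of Table 1 and Table 2 had the opposite sign: TBCD (0.0104), both DLG1 transcripts with a group near 0 (-0.58), PARD3 (-0.0351) and CLDND1 (0.17). Of these, only the DLG1 sum was past an adjusted p of 0.05. A further 13 kept their direction and no longer met the criteria, and 5 stayed under them at both levels.

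Among the added alternatives, a test against a fold change of 2 left 239 transcripts in hRMEC and 332 in ARPE-19, since it asks for more than the criteria. Only 23 and 150 of the transcripts were the most abundant of their gene. An adjustment over every transcript with a p-value left 546 and 1180. The standard error with each mean held fixed gave 19 gene sums in hRMEC and 155 in ARPE-19, and 61 genes that differed between cell types in place of 53. With the most abundant transcript of each gene this number was 89, and the cause was not tested.

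The 4 list tests kept the sign of the median and their side of the threshold under all alternatives run. The direction given by limma turned from lower to higher for the hRMEC junction list with the most abundant transcript of each gene (adjusted p = 0.919 from limma) and for the ARPE-19 list with tight junction genes alone (adjusted p = 0.891 from limma). The alternatives were tight junction genes alone, the most abundant transcript of each gene, every gene, and a correlation of 0.05. The median of the hRMEC junction list lay between -0.03 and -0.01, of the hRMEC cAMP list between 0.09 and 0.13, of the ARPE-19 junction list between -0.07 and -0.02 and of the ARPE-19 cAMP list between -0.18 and -0.07. With a correlation of 0.05 the adjusted p from limma was 8.38e-11 for the hRMEC cAMP list, and the ATF4 list in ARPE-19 had 2.75e-08, so both calls held. Of the other lists, the call of the endothelial markers in hRMEC was lost without FLT1 (median -0.0417, adjusted p = 0.361 from limma) and held under the other 3 added alternatives. For the adherens junction genes in ARPE-19, every gene gave a median of -0.02 with 10 higher and 11 lower, against -0.10, and the adjusted p stayed under 0.05 under the 3 added alternatives. An estimated correlation and fry need counts of single samples.

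No paired analysis was possible because the values are the authors' comparisons, without counts of single samples. For the same reason the following choices could not be varied: the exchange of the test for DESeq2's, its size factors, the filters on counts, a replicate block, leaving out each replicate, fry, and the pseudocount and filter for normalized values. It is therefore unknown whether a single sample decides any of these calls. Without the depth of each sample, no limit of detection can be given for the transcripts with a group near 0, and their implied means can only be read as under 3 counts in all.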

Differences from the paper's values

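For hRMEC, 8 of the 9 values of the paper that were compared differed from those of the authors' deposited table, and for ARPE-19 0 of 19 did. A log2 fold change was counted as different when its sign was opposite or it lay beyond the standard error. A fold change had to be opposite in direction, or beyond the standard error and over 1.5 times away. A count had to be over 1.5 times away, and a lower bound had to exceed the paper's value as much. Of the alternatives set before the data were examined, only the gene sum gives another value for these 8, and it closed none of the gaps.

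The paper gives a 70.62-fold elevation of FZD4 (FRZ4), against 0.926-fold in the authors' deposited table for its single transcript, which is also its gene sum.

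Table 1 of the paper gives log2 fold changes of 6.1424 for FZD4, -1.7747 for TBCD and -2.7092 for CDK4. The authors' deposited table has -0.11, -6.43 and -6.87 for the same transcripts, and the gene sums were -0.11, 0.01 and -0.07. The paper's values are -5.5547 for C1QTNF5, -6.1937 for CCND1, -6.8792 for ECT2 and -7.9699 for SYNPO. The authors' deposited table has -0.20, -0.15, 0.51 and 0.27, with gene sums of -0.17, -0.15, 0.01 and 0.24. The direction is opposite for FZD4, ECT2 and SYNPO.

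The paper counts 1354 transcripts in ARPE-19, and 1355 met the criteria in the authors' deposited table, which is within that tolerance. From single transcripts, the paper reports OCLN and PARD3 as upregulated and CLDND1 as downregulated. At the gene level, they had fold changes of 1.06, 0.976 and 0.890 for the sums over their transcripts, the last given as the fold by which it was lower. In the paper's Western blots occludin protein rose, CLDND1 protein fell and PAR-3 did not change. Gene sums of RNA do not test protein levels.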

Other observations

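The tests of explanations in this part were chosen after the results were seen, except that on the transcripts that met the criteria in both cell types. The limit by which that test was read was changed after its result was seen. The tests of the cAMP list were set beforehand, and those of the other lists were added later.

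The values printed in Table 1 were searched for in the authors' deposited hRMEC table. Sorted by p-value, the pair of log2 fold change and adjusted P-value printed for each of the 8 transcripts is that of the transcript 1 place further down, in 8 of 8 cases. The value printed for FZD4 is that of a transcript of SLC27A1. The values printed for TBCD, CDK4, CCND1, ECT2 and SYNPO belong to transcripts of HTD2, GTF2F1, TOM1L2, FAS and KRIT1. In Table 2 the values stand at the named transcript in 15 of 15 cases. Names displaced by 1 place when the table was made are a candidate explanation for Table 1. That the names are displaced in the deposited table instead is argued against by the mean normalized counts. Over 60603 transcripts their rank correlation with the ARPE-19 table was 0.840 as deposited and 0.0388 with the names moved by 1 place. The correlation is across transcripts, which are not independent replicates. How the displacement arose was not tested.

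Many transcripts met the criteria because 1 group had an implied mean near 0. If these were changes in the total of the gene, the gene sum would follow, but it changed at least 2-fold in the same direction for 1.17% of them in hRMEC and for 4.51% in ARPE-19. The gene sum had the same sign as the transcript for 50.5% in hRMEC and 59.3% in ARPE-19, although each transcript is part of its own sum. Genes with such transcripts in both directions numbered 20 of 399 in hRMEC and 47 of 677 in ARPE-19. A change in how the cells splice these genes and a division of reads between similar transcripts that varies from sample to sample both stay open, and neither could be tested without counts of single samples. Transcripts that met the criteria with a group near 0 in both cell types numbered 13, of which 4 (30.8%, Wilson 95% interval 12.7% to 57.6%) changed in the same direction (exact binomial test against an even split, two-sided, p = 0.267). An effect common to both cell types cannot be told apart from its absence with so few transcripts.

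The standard error of the OCLN transcript in ARPE-19 corresponds to a dispersion of 3.43, if the fit set the near-0 mean to 0.5. Among the 420 transcripts that met the criteria with a group near 0 and had a mean within 2-fold of it, the median was 3.23 and 80.5% had a lower dispersion. The dispersions of 39 of the 420, that of the OCLN transcript included, lay within 1% of 3.43. In hRMEC the median was 0.423 over 193 such transcripts. A value shared by many transcripts may come from the fit and not from the counts of 1 transcript, and the shrinkage of dispersions in the authors' tool was not modelled. Counts of similar size in the 3 PGE_2_ samples and high counts in only some of them therefore cannot be told apart. No biological explanation was tested.

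The list of genes that respond to cAMP had a median log2 fold change of 0.13 in hRMEC, with 24 genes higher and 12 lower (adjusted p = 5.19e-21, limma's cameraPR). The expression level of these genes is argued against as the source, since 0 of 10000 matched random lists had a median as high. As gene sums, 8 genes of the list had an adjusted p under 0.05, or 10 adjusted over the list alone. PDE3A alone changed at least 2-fold with an adjusted p under 0.05. The rise is consistent with signaling through cAMP, which the paper reports for PGE_2_ in hRMEC from other assays, and stays a hypothesis. In ARPE-19 the median of the list was -0.09, with 16 genes higher and 20 lower (adjusted p = 0.507, limma), and 154 of 10000 matched random lists were as low. There 13 genes had an adjusted p under 0.05, or 18 adjusted over the list alone, and 3 of the 13, or 5 of the 18, also changed at least 2-fold. NR4A3 rose from 15.0 to 129 normalized counts and PDE7B from 53.4 to 138, while AKAP12 went from 19108 to 8950. The difference between the cell types was not tested for the list as a whole.

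Of the receptors for PGE_2_, PTGER4 (EP4) had a summed mean of 5990 normalized counts in hRMEC and 122 in ARPE-19. PTGER2 (EP2) had 207 in ARPE-19 and is listed at 0 in hRMEC. PTGER1 had 11.3 in hRMEC and 12.9 in ARPE-19, and PTGER3 had 1.23 and 1.05. The tables were normalized separately. No receptor gene changed 2-fold with an adjusted p under 0.05, and the unadjusted p was under 0.05 for 2 genes of the prostanoid receptor list in hRMEC and 1 in ARPE-19.

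The other lists were tested as 1 family of 8 with limma's cameraPR. For endothelial markers in hRMEC the adjusted p from limma was 5.34e-05 (median -0.04, 9 of 12 genes lower), but FLT1 alone had an adjusted p under 0.05 as a gene sum (-0.43 ± 0.032) and carried the call, with an adjusted p of 0.361 from limma without it. Adherens junction genes were lower in ARPE-19 (median -0.10, 11 of 18 lower, adjusted p = 7.84e-06 from limma), though with genes of any summed mean the median was -0.02 and 11 were lower and 10 higher. In the other pairs of list and cell type, the adjusted p from limma was 0.492 for adherens junction genes in hRMEC and for endothelial markers and markers of the retinal pigment epithelium in ARPE-19, 0.553 for those markers in hRMEC, and 0.449 and 0.612 for prostanoid receptors in hRMEC and ARPE-19. In ARPE-19, 1 gene sum of each of the 2 marker lists met both criteria. The endothelial marker ROBO4 changed by -1.26 ± 0.34 and the retinal pigment epithelium marker RLBP1 by -1.15 ± 0.23 on the log2 scale (standard error).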
